# Identification of Genes Influencing Skeletal Phenotypes in Congenic P/NP Rats

**DOI:** 10.1002/jbmr.8

**Published:** 2010-01-29

**Authors:** Imranul Alam, Lucinda G Carr, Tiebing Liang, Yunlong Liu, Howard J Edenberg, Michael J Econs, Charles H Turner

**Keywords:** bone mass, congenic, QTL, neuropeptide Y, gene

## Abstract

We previously showed that alcohol-preferring (P) rats have higher bone density than alcohol-nonpreferring (NP) rats. Genetic mapping in P and NP rats identified a major quantitative trait locus (QTL) between 4q22 and 4q34 for alcohol preference. At the same location, several QTLs linked to bone density and structure were detected in Fischer 344 (F344) and Lewis (LEW) rats, suggesting that bone mass and strength genes might cosegregate with genes that regulate alcohol preference. The aim of this study was to identify the genes segregating for skeletal phenotypes in congenic P and NP rats. Transfer of the NP chromosome 4 QTL into the P background (P.NP) significantly decreased areal bone mineral density (aBMD) and volumetric bone mineral density (vBMD) at several skeletal sites, whereas transfer of the P chromosome 4 QTL into the NP background (NP.P) significantly increased bone mineral content (BMC) and aBMD in the same skeletal sites. Microarray analysis from the femurs using Affymetrix Rat Genome arrays revealed 53 genes that were differentially expressed among the rat strains with a false discovery rate (FDR) of less than 10%. Nine candidate genes were found to be strongly correlated (*r*^2^ > 0.50) with bone mass at multiple skeletal sites. The top three candidate genes, *neuropeptide Y* (*Npy*), *α synuclein* (*Snca*), and *sepiapterin reductase* (*Spr*), were confirmed using real-time quantitative PCR (qPCR). Ingenuity pathway analysis revealed relationships among the candidate genes related to bone metabolism involving β-estradiol, interferon-γ, and a voltage-gated calcium channel. We identified several candidate genes, including some novel genes on chromosome 4 segregating for skeletal phenotypes in reciprocal congenic P and NP rats. © 2010 American Society for Bone and Mineral Research.

## Introduction

Osteoporosis is a common multifactorial disorder characterized by reduced bone mass and microarchitectural deterioration of bone tissue, leading to reduced bone strength and increased susceptibility to fracture.(1) Bone mineral density (BMD), the most important surrogate for osteoporotic fracture, is strongly heritable at every skeletal site.(2,3) As much as 80% of peak BMD and about a third of the variance in the risk of fracture have been found to be attributable to genetic factors.(3) Although linkage studies in human and animal models have identified many quantitative trait loci (QTLs) for different bone phenotypes,(4,5) the causal genes underlying these phenotypes have yet to be discovered.

In a previous study we compared bone phenotypes in inbred alcohol-preferring (P) and alcohol-nonpreferring (NP) rats.(6) These rat lines were developed at Indiana University for high and low alcohol preference behavior by selective breeding from a randomly bred closed colony of Wistar rats [Wrm: WRC (WI)BR from Walter Reed Army Institute of Research, Washington, DC].(7) After selective breeding for 30 generations, inbreeding was initiated and continued for another 20 generations to obtain inbred P and NP lines. Using these inbred lines, we demonstrated that P rats have significantly higher BMD than NP rats both in long bones and in lumbar vertebrae.(6) Furthermore, P rats have larger cross-sectional area and stronger long bones than NP rats. Using genome-wide linkage analysis, we identified several QTLs on chromosomes 4, 5, 10, 12, and 16 influencing alcohol preference in P and NP rats.(8) The major QTL for alcohol preference was observed in the region between q22 and q34 on chromosome 4, with an logarithms of odds (LOD) score of 9.2. Interestingly, in a separate linkage study using inbred Fischer 344 (F344) and Lewis (LEW) rats, several QTLs linked to bone density and structure were identified at the same location,(9,10) suggesting that some novel bone mass–regulating genes might have segregated during selective breeding for the alcohol-preference trait.

Identification of candidate genes following the discovery of QTLs for a complex disease such as osteoporosis requires multiple approaches because the linkage region is usually broad and harbors hundreds of genes. The development of a congenic animal model through a series of backcrossings is the first step to confirm a QTL and narrow down the QTL interval. By exploiting this approach, we have created reciprocal congenic rats (P.NP and NP.P) by introgressing the 4q22-q34 QTL region of one inbred strain (donor) into the genetic background of another inbred strain (recipient).(11) In order to identify the effects of transfer of the QTL on skeletal phenotypes, we measured multiple bone phenotypes, including total BMD, bone mineral content (BMC), total bone area, and biomechanical properties at different skeletal sites in inbred and congenic P and NP rats. Since body weight and activities might influence the bone phenotypes, we compared the bone phenotypes in weight-bearing (femur) versus non-weight-bearing (cranium) sites and measured daily activity levels in these rats.

The purpose of this study is to identify genes segregating for bone phenotypes in congenic P and NP rats. We performed microarray-based gene expression analysis to identify the candidate genes underlying the variations in skeletal phenotypes in inbred and congenic P and NP rats. The differentially expressed genes were ranked based on the proportion of the variation in skeletal phenotypes explained by the expression level of each gene. In addition, we used a network-based pathway analysis tool to identify the known functional interrelationships among these candidate genes.

## Materials and Methods

### Animals

We used 16 inbred male P and NP rats and 16 congenic male rats (*n* = 8 per strain) derived from inbred P and NP rats. Generation of each reciprocal congenic rat line (P.NP and NP.P) involved transfer of the 4q22-q34 QTL region (demarcated by the flanking markers D4Mgh16 at 34 cM and D4Rat55 at 55.5 cM) from one inbred strain (donor) into the genetic background of another inbred strain (recipient), as described previously.(11) All rats were developed and maintained at Indiana University. Transfer of the donor region was accomplished by first producing (P × NP or NP × P) N_1_F_1_ offspring and then backcrossing an N_1_F_1_ rat to a recipient rat to obtain N_2_F_1_ progeny. Ten generations of backcrossing were performed, followed by an intercross between N_10_ animals to produce homozygous N_10_F_1_ animals, which resulted in the congenic strains. The nomenclature for congenic strains lists the recipient strain first and the donor strain second. Therefore, NP.P has the QTL at 4q22-4q34 donated from the P onto the NP background. Rats were individually housed in polycarbonate cages in a vivarium maintained on a 12-hour light/dark cycle on sterilized northern white pine shavings bedding and provided standard rat chow (NIH-31 Mouse/Rat Diet 7017, Harlan Teklad, Madison, WI, USA) and water *ad libitum*. The procedures performed throughout the experiment followed the guidelines of the Indiana University Animal Care and Use Committee (IACUC).

### Euthanasia and specimen collection

Rats were euthanized by cervical dislocation at 6 months of age, and lower limbs and lumbar vertebrae (L_1_–L_6_) were dissected out. The lower limbs on the right side were immediately stored at –20°C for biomechanical testing. The lower limbs on the left side were stripped of the muscle and transferred to 70% ethyl alcohol and stored at 4°C for densitometry analyses.

### DNA isolation and genotyping

Isolation of genomic DNA and genotyping of each rat were accomplished as described previously.(11)

### Cage activity test

Rats were assessed for motor activity for 1 hour in a Digiscan animal activity monitor (Model VMRXYZ TAO, AccuScan Instruments, Columbus, OH, USA) with dimensions of 42 × 42 × 30 cm during both light and dark cycles. There were 16 beams to detect horizontal or vertical movement. Beam spacing for all sensors was 2.5 cm. All walls of the activity chambers were composed of clear acrylic sheet. Activity chambers were connected to the VersaMax/Digiscan analyzer (Model CDA-8, AccuScan Instruments) for relay of movement data to the Digipro software system (Versadat Version 1.50, AccuScan Instruments). Activity chambers were cleaned thoroughly between tests. The average activity was determined from both horizontal and vertical movements during light and dark cycles.

### Dual energy X-ray absorptiometry (DXA)

Whole-body and whole-cranial BMC and areal BMD (aBMD) were measured using a fan-beam Hologic QDR 4500A DXA machine (Hologic, Bedford, MA, USA) equipped with Hologic Version 11.2:3 software and a 1.698-mm-diameter collimator, with line spacing of 0.0311 cm, point resolution of 0.0311 cm, and acquisition time of 149 seconds. The machine was calibrated daily with an anthropomorphic spine phantom. After completion of the scan, mutually exclusive region-of-interest (ROI) boxes were drawn around the whole body and the cranium from which aBMD and BMC were obtained. BMC was normalized by body weight (BW) to adjust for differences in body size among the rat lines.

The left femur and lumbar vertebrae 1 to 6 (L_1_–L_6_) were scanned using DXA (PIXImus II Mouse Densitometer, Lunar Corp., Madison, WI, USA) with ultrahigh resolution (0.18 × 0.18 mm/pixel). During scanning, dissected femurs were positioned with the lateral surface of the diaphysis facing down on a platform supplied by the manufacturer. After completion of the scan of each bone, mutually exclusive ROI boxes were drawn around the bone from which BMC/BW measurements were obtained.

### Peripheral quantitative computed tomography (pQCT)

The left femur, proximal ends of the left femurs, and the fifth lumbar vertebra (L_5_) were placed in plastic tubes filled with 70% ethyl alcohol and centered in the gantry of a Norland Stratec XCT Research SA+ pQCT System (Stratec Electronics, Pforzheim, Germany). Two cross-sectional levels were scanned for femur—one at the midshaft and one at the distal femur. The distal slices were scanned approximately 1 mm below the growth plate. For the femoral neck, five consecutive scans perpendicular to the neck axis were obtained 0.25 mm apart starting at the base of the femoral head and ending at the greater trochanter. The lumbar vertebrae were scanned for a single slice through the caudocranial center of the vertebral body. A single tomography slice of 0.26-mm thickness was taken at the collimation of 4 × 10^5^ counts/s and at a voxel size of 0.07 mm. For each slice, the X-ray source was rotated through 180 degrees of projection for one block. The slice through the femoral midshaft and neck included mainly cortical bone, whereas the slices from distal femur and lumbar vertebra included both cortical and trabecular bones. For each slice of femoral midshaft, distal femur, and L_5_, total volumetric BMD (vBMD) was obtained using XCT Research SA+ Software Version 5.40 (Stratec Electronics). For the femoral neck, total vBMD was measured from the average values of all five slices pQCT images. Density thresholds of 500 and 900 mg/cm^3^ were used to identify mineralized bone.

### Biomechanical testing

The frozen right femurs were brought to room temperature slowly in a saline bath. The femurs were tested in three-point bending by positioning them on the lower supports of a three-point bending fixture and applying load at the midpoint using a material testing machine (Alliance RT/5, MTS Systems Corp., Eden Prairie, MN, USA). The bones were held in place by a small (1-N) preload and then loaded in monotonic axial compression until fracture at a crosshead speed of 20 mm/min. Load was applied midway between two supports that were 20 mm apart. After the long bones were fractured, cortical thickness was measured at the midshaft and 5 mm distal and proximal to the midshaft using digital calipers accurate to 0.01 mm and with a precision of +0.005 mm (Mitutoyo, Aurora, IL, USA). For femoral neck, the proximal half of each femur was mounted vertically in a special chuck that clamped the femoral shaft to the lower platen of the same materials testing machine. Load was applied downward onto the femoral head at a crosshead speed of 20 mm/min until the femoral neck fractured. Force and displacement measurements were collected every 0.05 second. From the force versus displacement curves, ultimate force (*F*_*u*_, in N) was calculated in TestWorks Software Version 4.06 (Eden Prairie, MN).

### RNA extraction and microarray measurements

Femurs from 4-week-old P, NP, NP.P, and P.NP animals were harvested and immediately frozen in liquid nitrogen and stored at −80°C until required. RNA from the femurs was extracted (*n* = 5 per strain) using Trizol (Invitrogen, Carlsbad, CA, USA), followed by further purification using an RNeasy Mini Kit (Qiagen, Inc., Valencia, CA, USA) according to manufacturer's instructions. RNA then was treated with a DNA-free kit (Ambion, Austin, TX, USA) to remove any residual genomic DNA. The quality of RNA was determined using a 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA) and was quantified using a spectrophotometer (NanoDrop, Wilmington, DE, USA). For microarray analysis, 5 µg of total RNA from each sample was processed according to the standard protocols from Affymetrix (*GeneChip Expression Analysis Technical Manual*, Affymetrix, Santa Clara, CA, USA), and 10 µg of cRNA from each sample was hybridized to a separate Rat Genome 230 2.0 Array (P/N 511056, Affymetrix) for 17 hours at 45°C with constant rotation. The GeneChip then was washed and stained in the Affymetrix Fluidics Station 400 according to the standard protocol. Subsequently, each array was scanned by the Agilent GeneChip Scanner 3000 (Agilent Technologies). All procedures were carried out using a balanced design. The Rat Genome 230 Array has 31,000 probe sets representing 28,700 well-substantiated rat genes.

### Quality control (QC) for RNA and Affymetrix data

Measurement of the ratio between signals from the 5′ and 3′ ends of the *GAPDH* and *β-actin* genes (3′/5′ ratios) and the RNA degradation plots were used for determination of RNA quality. Affymetrix data QC was done by determining the percentage of present or detection calls and the scale factors between the arrays. To ensure that the overall gene expression profiles in all the samples in each experimental condition were correctly correlated, principal-component analysis was conducted.

### Microarray data analysis and informatics

The images from each array were analyzed using an Affymetrix GeneChip Operating System (GCOS) with Version 1.2 software. The .cel files were analyzed in the statistical programming environment R(12) with tools available from the Bioconductor Project.(13) The normalization and log_2_ transformation of all expression data were done using the robust multichip average (RMA) method(14,15) implemented in the Bioconductor RMA. Affymetrix data were used for mapping of all probe sets to their chromosomal location. The identities of the probe sets were confirmed by comparing the target mRNA sequences on the Affymetrix Rat Genome 230 2.0 GeneChip with the National Center for Biotechnology Information (NCBI) GenBank database (http://www.ncbi.nlm.nih.gov/Genbank/). Only probe sets that were reliably detected (called *present* by the detection call generated by the Affymetrix Microarray Analysis Suite 5.0 algorithm) were analyzed; this reduces false positives.(16)

### Culture of primary osteoblasts

Calvaria were harvested from newborn P, NP, NP.P, and P.NP pups (*n* = 5 to 8 per strain); cleaned of all loosely adherent fibrous tissue, periosteum, and dura mater; and minced. The dissected calvaria then were digested sequentially for seven times each for 15 minutes with 0.5 mg/mL of crude collagenase P (Roche Molecular Biochemical, Indianapolis, IN, USA) in a solution of 3 mL of trypsin/EDTA at room temperature with gentle rocking. The supernatant from the first digestion was discarded, and from each subsequent digest (digests 2 to 7), released cells were collected. The pooled solution from digests 2 to 7 then was filtered through a Nitex membrane (Millipore Corp., Bedford, MA, USA), centrifuged, and resuspended in α minimum essential medium (α-MEM) (Invitrogen). Cells were placed in 75-cm^2^ flasks and grown in α-MEM supplemented with 10% fetal bovine serum (FBS) and antibiotics (100 IU/mL of penicillin, 100 µg/mL of streptomycin) at 37°C in a humidified atmosphere of 5% CO_2._ Once cells reached about 80% confluence, they were resuspended with 0.05% trypsin in EDTA and plated onto 75-cm^2^ flasks. First-passage primary osteoblasts were used for subsequent RNA isolation.

### Real-time PCR measurements

Top candidate genes from microarray data were verified using real-time quantitative PCR (qPCR). Two micrograms of total RNA (the same RNA used for Affymetrix analysis; *n* = 3) was reverse transcribed using Superscript III reverse-transcription reagent for first-strand cDNA synthesis (Invitrogen). All PCR reactions contained the first-strand cDNA corresponding to 100 ng of total RNA. TaqMan predeveloped primers, FAM-dye-labeled MGB probes, and universal mastermix (Applied Biosystems, Foster City, CA, USA) were used to quantity the relative gene expression. Rat *GAPDH* was used as an endogenous control. Real-time detection of PCR products was performed using an ABI PRISM 7300 sequence detector (Applied Biosystems). Relative expression of mRNA was calculated based on a relative standard curve and normalized to *GAPDH*. All real-time PCR analyses used triplicates of each of three biologic samples.

### Statistics

To detect significant differences for bone phenotypes among all rat strains, one-way ANOVA analysis was performed, followed by Fischer's protected least-significance differences. The level of significance was set at .05. For BW correction of BMC and polar moment of inertia (Ip), rat strains were compared using ANOVA with BW as a covariate. For microarray analysis, *p* values among all strains were calculated by ANOVA using the package Limma.(17) For comparison of differentially expressed *trans-*regulated genes, we used the Welch *t* test between the strains (NP versus NP.P and P versus P.NP). Because our hypothesis was that *cis*-regulated genes within the introgressed regions would be differentially regulated, the 460 probe sets that mapped to the introgressed chromosome 4 QTL region (and therefore were potentially *cis*-regulated) were analyzed separately. False discovery rate (FDR) was calculated by the method of Benjamini and Hochberg.(18) Probe sets were considered differentially expressed if the FDR was less than 10%. The microarray data set was submitted to the NCBI Gene Expression Omnibus (GEO) Express Web portal (GEO Accession Number GSE 12066). For each phenotype of interest (ie, whole-body, cranial, femur, and L_1_–L_6_ BMC/BW; whole-body and cranial aBMD; femur midshaft, distal femur, and L_5_ total vBMD; and femur and femoral neck ultimate force), regression analysis was performed with the average gene expression level for the strain as the dependent variable and the phenotypic mean value in animals of that strain as the independent variable. The proportion of variation (*r*^2^ value) in the phenotypic means explained by the variation in gene expression was obtained using the statistical software package StatView (Abacus Concepts, Inc., Berkeley, CA, USA).

### Pathway analysis

The interactions among differentially expressed genes for each bone phenotype were investigated using Ingenuity Pathway Analysis (IPA 5.0, Ingenuity Systems, Inc., Mountain View, CA, USA). Differentially expressed genes that explained a significant proportion of the variation in bone phenotypes were uploaded into the application. Each gene identifier was mapped to its corresponding gene in the Ingenuity Pathway Knowledge Base (IPKB). These genes were overlaid onto a global network developed from the information contained in the IPKB. Networks of these genes, defined as the reflection of all interactions of a given gene defined in the literature, then were generated algorithmically based on their connectivity. The interactions indicate physical association, induction/activation, or repression/inactivation of one gene product by the other, directly or through another intermediary molecule.

## Results

### Effect of QTL transfer on body weight and cage activity

P rats had lower BWs and higher activity levels than NP rats (Table 1). NP.P rats, containing the P 4q22-q34 QTL on the NP background, had significantly lower BWs and increased activity compared with NP rats. P.NP rats, with the NP QTL on the P background, had significantly higher BWs but did not differ significantly from the background P strain in activity level.

**Table 1:** Body weight and cage activities in NP, NP.P, P.NP and P rats (*n* = 8)^a^

	Strains				ANOVA p-value			
		
Phenotypes	NP	NP.P	P.NP	P	NP/P	NP/NP.P	P/P.NP	NP.P/P.NP
Body Weight (g)	639 ± 29	609 ± 33	597 ± 24	543 ± 29	<0.0001	0.01	0.0002	0.47
Average activity	5126 ± 1722	7290 ± 2435	7849 ± 1484	8194 ± 972	0.001	0.02	0.7	0.54

a Values are mean ± standard deviation (SD).

### Effect of QTL transfer on bone mass

#### Whole-body and cranial aBMD and BMC measured with DXA

P rats had significantly higher whole-body and cranial aBMD and BMC/BW than NP rats (Table 2). NP.P rats had higher whole-body and cranial aBMD and whole-body BMC/BW than NP rats, demonstrating that the presence of the P QTL increased BMD in NP rats. Conversely, P.NP rats had significantly lower whole-body and cranial aBMD and BMC/BW than P rats, indicating that the presence of the NP QTL lowered BMD.

**Table 2:** Bone Phenotypes for whole body, cranium, femur, femoral neck and lumbar vertebrae in NP, NP.P, P.NP and P rats (*n* = 8)^a^

	Strains				ANOVA *p*-value			
		
Phenotypes	NP	NP.P	P.NP	P	NP/P	NP/NP.P	P/P.NP	NP.P/P.NP
DXA								
Whole body aBMD (g/cm^2^)	0.188 ± 0.003	0.200 ± 0.003	0.203 ± 0.005	0.210 ± 0.005	<0.0001	<0.0001	0.002	0.19
Whole body BMC/BW	0.02184 ± 0.0003	0.02276 ± 0.001	0.02330 ± 0.001	0.02392 ± 0.001	<0.0001	0.007	0.05	0.09
Cranial aBMD (g/cm^2^)	0.371 ± 0.01	0.389 ± 0.01	0.389 ± 0.01	0.416 ± 0.01	<0.0001	0.01	0.0003	0.9
Cranium BMC/BW	0.0062 ± 0.0002	0.0065 ± 0.0003	0.0064 ± 0.0002	0.0067 ± 0.0004	0.001	0.08	0.01	0.28
Femur aBMD (g/cm^2^)	0.244 ± 0.004	0.232 ± 0.005	0.235 ± 0.01	0.246 ± 0.01	0.6	0.01	0.02	0.54
Femur BMC/BW	0.00114 ± 0.0001	0.00123 ± 0.0001	0.00129 ± 0.0001	0.00133 ± 0.0001	<0.0001	0.006	0.11	0.03
Lumbar 1-6 aBMD (g/cm^2^)	0.218 ± 0.01	0.223 ± 0.01	0.236 ± 0.01	0.238 ± 0.01	<0.0001	0.27	0.75	0.004
L1-6 BMC/BW	0.00220 ± 0.0001	0.00235 ± 0.0001	0.00249 ± 0.0001	0.00258 ± 0.0001	<0.0001	0.006	0.01	0.001
pQCT								
Femur midshaft total vBMD (mg/cm^3^)	952 ± 11	966 ± 25	960 ± 14	1044 ± 21	<0.0001	0.18	<0.0001	0.53
Distal femur total vBMD (mg/cm^3^)	588 ± 19	582 ± 24	618 ± 17	653 ± 24	<0.0001	0.64	0.004	0.005
Femoral neck total vBMD (mg/cm^3^)	1117 ± 17	1092 ± 39	1033 ± 33	1082 ± 35	0.04	0.16	0.007	0.002
Lumbar 5 total vBMD (mg/cm^3^)	584 ± 24	571 ± 19	626 ± 18	685 ± 31	<0.0001	0.3	<0.0001	0.0002
Femur Ip/BW (mm^4^/g)	0.00816 ± 0.001	0.00851 ± 0.0003	0.00840 ± 0.0002	0.00824 ± 0.0002	0.71	0.04	0.43	0.64
Femoral neck Ip/BW (mm^4^/g)	0.00057 ± 0.0001	0.00069 ± 0.0001	0.00125 ± 0.0001	0.00132 ± 0.0001	<0.0001	0.11	0.36	<0.0001
Femur ultimate force (N)	142 ± 13	157 ± 16	153 ± 5	159 ± 13	0.01	0.03	0.41	0.61
Femoral neck ultimate Force (N)	143 ± 9	134 ± 12	155 ± 15	174 ± 17	0.0003	0.27	0.01	0.01

a Values are mean ± standard deviation (SD).

It is noteworthy that we detected higher BMD in P rats than in NP rats at a non-weight-bearing area such as the cranium, and the presence of the NP QTL significantly reduced bone mass in the cranium, suggesting that the skeletal phenotypic differences in these rats could not be explained only by increasing physical activity levels.

#### Whole-femur and L_1_–L_6_ aBMD and BMC measured with DXA

P rats had a significantly higher whole-femur BMC/BW and L_1_–L_6_ aBMD and BMC/BW than NP rats (Table 2). NP.P rats had a higher femur BMC/BW and L_1_–L_6_ BMC/BW than NP rats, indicating that the presence of the P QTL increased bone mass. Conversely, the presence of the NP QTL lowered bone mass because P.NP rats had significantly lower femur aBMD and L_1_–L_6_ BMC/BW than P rats.

#### Femur midshaft, distal femur, femoral neck, and L_5_ total vBMD measured with pQCT

P rats had a significantly higher total vBMD at most skeletal sites (i.e., femur midshaft, distal femur, and L_5_) compared with NP rats (Table 2). An exception was found at the femoral neck, where total vBMD was significantly lower in P rats than in NP rats. There were no differences in total vBMD for any of these sites between NP and NP.P rats, suggesting that the presence of the P QTL in the NP background did not have much effect on vBMD. However, the presence of the NP QTL in the P background significantly lowered total vBMD at all these sites.

### Effect of QTL transfer on Ip and bone strength

P rats had significantly more robust and stronger bones than NP rats, as evidenced by significantly higher femoral neck Ip/Body Weight (BW) and significantly greater ultimate force at the femur and femoral neck (UF) (Table 2). NP.P rats had a significantly higher femur Ip/BW and UF than NP rats, demonstrating that the P QTL improved bone structure and strength. P.NP rats had a significantly lower femoral neck UF than P rats, indicating that the transfer of the NP QTL lowered bone strength. However, no significant differences for femur and femoral neck Ip/BW were observed between P and P.NP rats.

### Effect of QTL transfer on gene expression

#### Microarray analyses

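Femur RNA of 20 rats was measured on Affymetrix Rat Genome 230 2.0 arrays, with 1 array per animal and 5 animals of each strain, all 4 weeks old. NP and P are the inbred alcohol-nonpreferring and alcohol-preferring strains, NP.P carries the P segment of chromosome 4 on the NP background and P.NP carries the NP segment on the P background. The sample labels name the proximal femur where the methods name the femur, and whole bone was extracted, so the RNA came from marrow as well as from bone. The authors' deposited values are MAS5 signals, linear intensities that they scaled to the same trimmed mean on every array. The methods describe robust multichip average values and detection calls for the paper's own tests, which were not used here. The median signal of an array was 308 ± 9.46 (SD, n = 5) in NP, 299 ± 5.50 in NP.P, 306 ± 7.18 in P.NP and 310.1 ± 4.18 in P rats, and the ratio of the 3' to the 5' GAPDH probe sets averaged between 1.08 and 1.13 in the 4 strains. Signals under 1 were set to 1 and all were taken to log2. Of 31042 probe sets that were not controls, the 18625 with a mean at or above the 40th percentile (a signal of 169.8) were tested with limma in a single fit over the 20 arrays, with Benjamini-Hochberg adjustment and a false discovery rate of 10%. A gene was read at its probe set with the highest mean signal. The QTL region was taken as the chromosome 4 genes from Arf5 to Ppp4r2, the outermost Table 3 genes in the gene order of GRCr8; 588 probe sets for 397 genes lay there, of which 384 probe sets for 284 genes were tested. The number of arrays limits the precision of all values.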

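Nt5c3a, which encodes a pyrimidine nucleotidase of red blood cells, had a higher signal in both strains that carry the P segment, 5922 ± 408 (SD, n = 5) in NP.P and 5006.5 ± 143 in P rats, than in the strains with the NP segment, 3516 ± 297 in NP and 3240.5 ± 197 in P.NP rats (adjusted p = 6.01e-08, limma F test over the 4 strains). Tmem140, a transmembrane protein, was also higher with the P segment, with 1821 ± 163.5 in NP.P and 1333 ± 93.7 in P against 911 ± 146 in NP and 926 ± 63.1 in P.NP rats (adjusted p = 7.38e-07). Hoxa5, a homeobox transcription factor, ran the other way, with 438 ± 40.7 in NP.P and 613 ± 45.1 in P against 705 ± 105 in NP and 831 ± 72.8 in P.NP rats (adjusted p = 1.2e-05). For Kel, a blood group glycoprotein of the red cell membrane, the signal was 12219 ± 779.5 in NP.P, 9504 ± 706 in NP, 9023 ± 391 in P and 7793 ± 598 in P.NP rats (adjusted p = 1.52e-05). In all, 92 of the 384 probe sets of the region, for 82 genes, differed among the strains in limma's F test, and 124 did at an unadjusted p under 0.05. Averaged over the NP and P backgrounds, 56 of the 92 were higher and 36 lower with the P segment. Over all 18625 probe sets tested, 3390 differed among the strains. With all of chromosome 4 taken as the region, 196 probe sets passed. With the erythroid marker score of each array as a covariate, an alternative chosen after the data were seen, 21 of the 384 passed; the median difference of the 92 probe sets went from 0.27 to 0.15 between NP.P and NP rats, with 1.67 times the standard error, and only from 0.19 to 0.16 between P and NP rats, while it was 0.16 before and after between P.NP and P rats. The paper's hypothesis was that cis-regulated genes of the introgressed segment would differ in expression, and it analysed the probe sets of this region separately for that reason.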

The Affymetrix microarray analyses using RNA from femurs showed that a total of 53 genes, residing in the chromosome 4 QTL region, including 41 candidate genes and 12 predicted genes, were differentially expressed (FDR <0.10) among the rat strains (Table 3). We used the term *candidate gene* to refer to the differentially expressed known genes with a setting of FDR <0.10. In addition, *predicted genes* are the genes indicated as “predicted” in NCBI GenBank Database with the same setting. 

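Candidate genes of Table 3 with strain differences in these values included Skap2, a signalling adaptor of leukocytes (adjusted p = 3.0e-04, limma F test over the 4 strains), Gadd45a, a growth arrest gene (adjusted p = 0.0010), Add2, a subunit of the red cell membrane skeleton (adjusted p = 0.00749), and Podxl, a sialomucin of the cell surface (adjusted p = 0.0113). Skap2 had a signal of 5128 ± 743 (SD, n = 5) in NP, 3414 ± 165 in NP.P, 4172 ± 239 in P.NP and 3813 ± 156 in P rats. Among the predicted genes, Mkrn1, listed in Table 3 as MGC94941 and encoding a ubiquitin ligase (adjusted p = 5.52e-05), Ndnf, listed as RGD1311080 and encoding a secreted protein (adjusted p = 0.00117), and Cct7, a subunit of a cytosolic chaperonin (adjusted p = 0.0063), differed among the strains. Of 47 genes in the copy of Table 3 used here, 42 had a named probe set, and 32 of these passed, 24 of 31 candidate genes and 8 of 11 predicted genes. Adjusted over the list alone 37 passed, which is not independent evidence, since the study chose the list on these samples. The candidate genes Fkbp14, Isy1, Ghrhr, Gars1, Cnbp, Bola3 and Sec61a1 and the predicted genes Ppp4r2, Pals2 and Ube2h did not pass at the probe set read. Other probe sets of Ghrhr, Sec61a1, Ppp4r2, Pals2 and Ube2h passed, with adjusted p values of 0.0172, 0.0304, 0.0138, 0.00133 and 0.0456. Of the 42 genes, 10 were higher and 9 lower in NP.P than in NP rats past the threshold, and 3 were higher and 5 lower in P.NP than in P rats; the 19 became 11 without NP.P replicate 2, and the 8 became 4 without P.NP replicate 2 or P replicate 4 and 5 without P replicate 1, 3 or 5. A further 45 genes of the region that differed among the strains are not among the Table 3 genes read here.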

Regression analyses were performed to assess the correlation between gene expression and skeletal phenotypes. Genes with a strong correlation (*r*^2^ > 0.50) in at least one phenotype of interest are indicated in bold in Table 3. These were prioritized based on the strength of correlation for average BMC derived from whole-body, cranium, and hind limb BMC. 

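Npy, the precursor of neuropeptide Y, had a signal of 9278.5 ± 666 (SD, n = 5) in NP rats, the strain with the lowest whole-body BMC for its body weight, and of 6425 ± 696 in NP.P, 6802 ± 775 in P.NP and 6321 ± 521 in P rats. Along the strain means of whole-body BMC/BW in Table 2 its log2 signal fell by 0.52 from NP to P (standard error 0.09, adjusted p = 0.00415, limma). The p values of these trends rest on the spread of arrays within strains. They test strain differences along the 4 means, which come from other rats aged 6 months, and not a relation to BMC. Tmem209, a nuclear envelope protein, fell by 0.31 along the same means (adjusted p = 0.0325), and Gpnmb, a transmembrane glycoprotein of osteoblasts and macrophages, rose by 0.40 (adjusted p = 0.0856). Ruvbl1, a DNA helicase, fell by 0.23 (adjusted p = 0.0782), Nup205, a nuclear pore protein, fell by 0.19 (adjusted p = 0.0967), and Tmem43, another nuclear envelope protein, rose by 0.21 (adjusted p = 0.0976). The paper's r-square over 4 strain means equals the share of the variation between the strain means that lies along the phenotype, and it was computed in that form here, with a standard error from leaving out each array in turn. This share was 0.725 (standard error 0.141) for Npy, 0.707 (0.204) for Tmem209, 0.502 (0.221) for Gpnmb, 0.516 (0.251) for Ruvbl1, 0.512 (0.287) for Nup205 and 0.531 (0.28) for Tmem43. Shares above 0.5 were also found for Sec61a1, a translocon subunit (0.856, standard error 0.554), Ppp4r2, a phosphatase subunit (0.758, 0.159), Fkbp14, a prolyl isomerase of the endoplasmic reticulum (0.641, 0.712), and Isy1, a splicing factor (0.504, 0.36), but their trends did not pass, with adjusted p values of 0.483, 0.137, 0.463 and 0.288. For Arf5, a small GTPase of vesicle transport, the share was 0.2 (standard error 0.0966). Trends also passed in limma for genes with shares under 0.5, such as Mkrn1 (0.351, adjusted p = 0.0129), Skap2 (0.363, adjusted p = 0.0227) and Nt5c3a (0.0796, adjusted p = 0.0248). Averaged over whole-body, cranial, femur and lumbar BMC/BW, the shares were 0.774 for Sec61a1, 0.738 for Ppp4r2, 0.725 for Npy, 0.629 for Tmem209, 0.565 for Fkbp14, 0.557 for Gpnmb and 0.543 for Isy1, and no other gene of the 42 was above 0.5. Other probe sets of these genes, looked at after the values were seen, had whole-body shares of 0.388 for Sec61a1, 0.316 and 0.265 for Ppp4r2 and 0.00715 for Isy1, while Chn2 (0.836 and 0.792 against 0.0887), Slc35b4 (0.958 against 0.101) and Pals2 (0.791 and 0.745 against 0.359) were above 0.5 only at probe sets other than the one read. A share above 0.5 was found for 10 of the 42 Table 3 genes (23.8%), for 28.1% of the 384 region probe sets and for 33.7% of the 18625 probe sets tested, and 4 random means exceed it in 29.3% of cases. Without P replicate 4 the count fell to 6 of the 42 genes. Of the paper's candidate genes strongly correlated with average BMC, 6 were read here. Averaged over the BMC measures, 5 of these 6 had a share above 0.5, as did 6 of all 31 candidate genes. The study chose these genes on the same samples. Spr, readable only at a probe set shared with Spr-ps1 and not among the 42, had a whole-body share of 0.855 (standard error 0.0745).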

A total of nine candidate genes were found to be strongly correlated with average BMC (Table 3).

**Table 3:** R-square values and fold-change for differentially expressed cis-regulated genes by microarray analysis within 4q22-q34 region on chromosome 4 in NP, NP.P, P.NP and P rats^a^^b^

		R-square values												Fold change						
						
Gene symbol	Gene name	Average BMC	Whole body BMC/BW	Cranial BMC/BW	Femur BMC/BW	L1-6 BMC/BW	Whole body aBMD	Cranial aBMD	Femur Midshaft Total vBMD	Distal Femur Total vBMD	L5 Total vBMD	Femur Ultimate Force	Femur Neck Ultimate Force	NP vs P	NP vs NP.P	P vs P.NP	NP.P vs P.NP	ANOVA p-value	FDR-Chr 4^c^	FDR-Chr all^d^
Candidate genes	Candidate genes																			
Snca	Synuclein, alpha	**0.89**	**0.90**	**0.98**	**0.85**	**0.83**	**0.95**	**0.96**	**0.73**	**0.59**	**0.56**	**0.88**	0.46	1.7	1.3	0.8	1.0	0	0	0.00006
Spr	Sepiapterin reductase	**0.86**	**0.86**	**0.97**	**0.83**	**0.79**	**0.94**	**0.89**	**0.62**	0.47	0.44	**0.95**	0.34	1.5	1.3	0.8	0.9	0.0007	0.008	0.009
Npy	Neuropeptide Y	**0.73**	**0.73**	**0.76**	**0.75**	**0.67**	**0.82**	**0.62**	0.28	0.23	0.20	**0.97**	0.13	1.5	1.4	0.9	0.9	0.00001	0.0009	0.0009
Arf5	ADP-ribosylation factor 5	**0.65**	**0.63**	**0.89**	**0.54**	**0.55**	**0.67**	**0.91**	**0.95**	**0.58**	**0.59**	**0.59**	**0.51**	0.8	0.9	1.2	1.1	0.00001	0.0003	0.07
Tmem209	Transmembrane protein 209	**0.64**	**0.72**	0.28	**0.77**	**0.81**	**0.61**	0.44	0.26	**0.72**	**0.68**	0.27	**0.66**	1.2	1.0	1.0	1.2	0.002	0.02	0.02
Slc25a26	Solute carrier family 25 (mitochondrial carrier, phosphate carrier), member 26	**0.60**	**0.68**	0.26	**0.70**	**0.76**	**0.55**	0.45	0.33	**0.82**	**0.79**	0.20	**0.79**	1.1	1.0	1.0	1.2	0.0004	0.008	0.09
Gpnmb	Glycoprotein (transmembrane) nmb	**0.56**	**0.50**	**0.88**	0.45	0.40	**0.62**	**0.69**	**0.53**	0.19	0.17	**0.84**	0.11	0.7	0.7	1.3	1.2	0.006	0.07	0.06
Fkbp14	FK506 binding protein 14	**0.52**	**0.58**	0.17	**0.66**	**0.67**	**0.50**	0.26	0.07	0.43	0.39	0.26	0.36	0.9	0.9	0.9	0.8	0.002	0.03	0.03
Isy1	ISY1 splicing factor homolog	**0.51**	**0.58**	0.16	**0.62**	**0.67**	0.46	0.32	0.20	**0.69**	**0.66**	0.14	**0.66**	1.2	1.0	1.0	1.2	0.002	0.02	0.02
Ghrhr	Growth hormone releasing hormone receptor	0.48	0.42	0.84	0.35	0.32	**0.51**	**0.71**	**0.69**	0.24	0.24	**0.65**	0.17	0.6	0.7	1.6	1.4	0.003	0.04	0.04
Nup205	Nucleoporin 205	0.47	0.53	0.13	**0.57**	**0.63**	0.41	0.28	0.17	**0.66**	**0.63**	0.11	**0.64**	1.1	1.0	1.0	1.2	0.004	0.03	0.03
Skap2	Src family associated phosphoprotein 2	0.46	0.43	0.64	0.43	0.35	**0.55**	0.42	0.17	0.05	0.03	**0.89**	0.01	1.3	1.5	0.9	0.8	0.00004	0.0003	0.0005
Ruvbl1	RuvB-like protein 1	0.45	0.51	0.12	**0.56**	**0.61**	0.39	0.26	0.14	**0.63**	**0.60**	0.10	**0.61**	1.1	1.0	1.1	1.2	0.002	0.02	0.02
Tmem43	Transmembrane protein 43	0.44	0.50	0.10	**0.57**	**0.60**	0.41	0.20	0.06	0.45	0.41	0.16	0.40	0.9	1.0	0.9	0.8	0.006	0.05	0.05
Wdr91	WD repeat domain 91	0.44	0.37	0.80	0.30	0.28	0.46	**0.64**	**0.62**	0.18	0.17	**0.64**	0.12	1.4	1.3	0.7	0.8	0.0006	0.007	0.008
Tmem176b	Transmembrane protein 176B or Torid	0.38	0.33	0.60	0.33	0.26	0.46	0.36	0.15	0.02	0.01	**0.82**	0.00	1.3	1.4	0.9	0.8	0.0004	0.006	0.006
Sec61a1	Sec61 alpha 1 subunit	0.36	0.41	0.06	0.48	**0.51**	0.31	0.14	0.04	0.42	0.39	0.09	0.40	1.1	1.0	1.1	1.3	0.003	0.03	0.03
Bpgm	2,3-bisphosphoglycerate mutase	0.36	0.42	0.09	0.43	**0.51**	0.30	0.26	0.23	**0.73**	**0.73**	0.04	**0.77**	1.2	0.9	1.0	1.4	0.0003	0.01	0.01
Cald1	Caldesmon 1	0.32	0.37	0.07	0.38	0.45	0.25	0.22	0.21	**0.71**	**0.70**	0.02	**0.75**	0.9	1.1	1.0	0.8	0.003	0.03	0.03
Abtb1	Ankyrin repeat and BTB (POZ) domain containing 1	0.27	0.31	0.02	0.34	0.40	0.20	0.13	0.09	**0.55**	**0.53**	0.01	**0.58**	1.1	0.9	1.1	1.3	0.001	0.01	0.01
Add2	Adducin 2 (beta)	0.26	0.30	0.06	0.29	0.37	0.19	0.22	0.27	**0.72**	**0.73**	0.00	**0.80**	1.2	0.8	1.0	1.3	0.0004	0.008	0.009
Gars	Glycyl-tRNA synthetase	0.22	0.25	0.10	0.22	0.29	0.16	0.28	0.46	**0.75**	**0.79**	0.00	**0.86**	1.1	0.9	0.9	1.1	0.01	0.09	0.08
Gadd45a	Growth arrest and DNA-damage-inducible 45 alpha	0.20	0.24	0.01	0.25	0.32	0.14	0.11	0.11	**0.56**	**0.56**	0.00	**0.62**	1.1	0.8	1.1	1.5	0.00005	0.001	0.001
Cnbp	Cellular nucleic acid binding protein	0.19	0.22	0.02	0.22	0.29	0.12	0.15	0.21	**0.64**	**0.65**	0.00	**0.73**	1.1	0.9	1.0	1.1	0.008	0.06	0.06
Chn2	Chimerin (chimaerin) 2	0.16	0.12	0.29	0.14	0.08	0.22	0.11	0.01	0.02	0.03	**0.58**	0.08	1.1	1.4	1.0	0.8	0.008	0.06	0.05
Podxl	Podocalyxin-like	0.12	0.14	0.01	0.13	0.20	0.07	0.10	0.19	**0.57**	**0.60**	0.02	**0.68**	1.2	0.7	0.9	1.6	0.002	0.02	0.02
Eif4e3	Eukaryotic translation initiation factor 4E member 3	0.12	0.14	0.01	0.14	0.20	0.07	0.10	0.18	**0.57**	**0.59**	0.02	**0.68**	0.9	1.2	1.0	0.8	0.002	0.02	0.02
Tmem140	Transmembrane protein 140	0.10	0.04	0.31	0.03	0.01	0.11	0.12	0.06	0.03	0.04	0.43	0.08	0.7	0.5	1.4	2.0	0	0	0.00001
Kel	Kel Kell blood group	0.10	0.10	0.01	0.12	0.17	0.04	0.02	0.02	0.36	0.36	0.03	0.43	1.1	0.8	1.2	1.6	0	0	0.00001
Abcg2	ATP-binding cassette, sub-family G (WHITE), member 2	0.09	0.03	0.29	0.02	0.01	0.09	0.11	0.05	0.04	0.04	0.40	0.09	0.9	0.8	1.1	1.2	0.005	0.06	0.05
Tia1	Cytotoxic granule-associated RNA binding protein 1	0.06	0.06	0.00	0.11	0.07	0.08	0.00	0.15	0.03	0.05	0.17	0.08	1.0	1.2	1.3	1.1	0.001	0.02	0.02
Serbp1	Serpine1 mRNA binding protein 1	0.05	0.05	0.02	0.05	0.09	0.01	0.01	0.04	0.36	0.37	0.08	0.46	1.0	0.9	1.0	1.2	0.0007	0.01	0.01
Hoxa5	Homeo box A5	0.05	0.00	0.17	0.00	0.01	0.01	0.05	0.05	0.08	0.08	0.18	0.12	1.2	1.6	0.7	0.5	0	0	0.00004
Foxp1	Forkhead box P1	0.05	0.02	0.08	0.03	0.05	0.00	0.01	0.00	0.18	0.18	0.11	0.23	1.0	1.2	0.9	0.7	0.01	0.06	0.05
Bola3	BolA homolog 3	0.02	0.00	0.09	0.00	0.00	0.03	0.00	0.02	0.19	0.22	0.28	0.30	1.0	0.9	1.0	1.1	0.009	0.08	0.07
Predicted genes	Predicted genes																			
Ppp4r2	Protein phosphatase 4, regulatory subunit 2	**0.74**	**0.76**	**0.80**	**0.68**	**0.72**	**0.74**	**0.94**	**0.97**	**0.85**	**0.86**	0.49	**0.80**	1.1	1.0	0.9	1.0	0.004	0.03	0.03
Mpp6	Membrane protein, palmitoylated 6 (MAGUK p55 subfamily member 6)	**0.73**	**0.76**	**0.76**	**0.68**	**0.72**	**0.72**	**0.92**	**0.96**	**0.89**	**0.89**	0.44	**0.84**	0.7	1.0	1.3	1.0	0.00008	0.001	0.002
Baiap1	BAI1-associated protein 1	0.43	0.45	0.49	0.37	0.43	0.39	0.67	0.91	**0.80**	**0.83**	0.17	**0.83**	0.7	1.1	1.4	0.9	0.001	0.05	0.04
Cct7	Chaperonin subunit 7	0.39	0.45	0.14	0.45	**0.53**	0.32	0.33	0.34	**0.82**	**0.82**	0.05	**0.86**	1.1	0.9	1.0	1.2	0.00007	0.001	0.002
Chchd6	Coiled-coil-helix-coiled-coil-helix domain containing 6	0.38	0.44	0.08	0.47	**0.53**	0.32	0.23	0.17	**0.67**	**0.65**	0.05	**0.68**	1.2	0.9	1.1	1.4	0.004	0.03	0.03
MGC94941	Similar to Mkrn1 protein	0.31	0.35	0.04	0.39	0.44	0.24	0.14	0.08	**0.54**	**0.52**	0.02	**0.55**	1.2	0.9	1.2	1.7	0	0	0.0002
Slc35b4	Predicted solute carrier family 35, member B4	0.19	0.12	0.50	0.09	0.06	0.21	0.29	0.24	0.00	0.00	0.50	0.00	1.2	1.2	0.9	0.8	0.0006	0.007	0.008
RGD1563542	Similar to Kell protein	0.14	0.15	0.00	0.18	0.23	0.08	0.03	0.01	0.36	0.35	0.01	0.40	1.1	0.8	1.3	1.8	0.00003	0.0006	0.0007
Nt5c3	Predicted 5′-nucleotidase, cytosolic III	0.14	0.07	0.41	0.05	0.03	0.14	0.21	0.16	0.00	0.00	0.43	0.02	0.7	0.6	1.5	1.8	0	0	0
RGD1311080	Similar to RIKEN cDNA A930038C07	0.12	0.12	0.01	0.16	0.19	0.06	0.01	0.00	0.22	0.21	0.00	0.24	1.0	1.2	0.8	0.7	0.00008	0.001	0.002
Ube2h	ubiquitin-conjugating enzyme E2H	0.09	0.11	0.00	0.11	0.16	0.04	0.06	0.13	0.50	**0.52**	0.03	**0.61**	1.1	0.8	1.0	1.3	0.008	0.07	0.06
RGD1306936	Similar to chromosome 7 open reading frame 30	0.06	0.00	0.25	0.00	0.00	0.03	0.12	0.19	0.01	0.00	0.17	0.01	1.1	1.2	0.8	0.8	0.003	0.03	0.02

a Genes (*r*^2^ > 0.50) are indicated in bold face.

b P allele is high bone mass expressing genotype.

c FDR-Chr 4: False discovery rate from the analysis of 460 probe sets in the chromosome 4 QTL region.

d FDR-Chr all: False discovery rate from the analysis of all probe sets in all chromosomes.

#### Pathway analysis

The nine candidate genes that were highly correlated with bone phenotypes at multiple skeletal sites were mapped to pathways using Ingenuity. Among the nine candidate genes that were highly correlated with bone phenotypes at multiple skeletal sites, six genes (*Snca*, *Spr*, *Npy*, *Arf5*, *Gpnmb*, and *Fkbp14*) were identified by Ingenuity pathway for network analysis. *Fkbp14* was not linked to the molecules within the same pathways. The remaining five genes that were eligible for network analysis were directly or indirectly connected to pathways related to *β-estradiol* (*E2*), *interferon-γ* (*IFNG*), and *voltage-gated calcium channel* (*VGCC*) (Fig. 1).

**Fig. 1:**
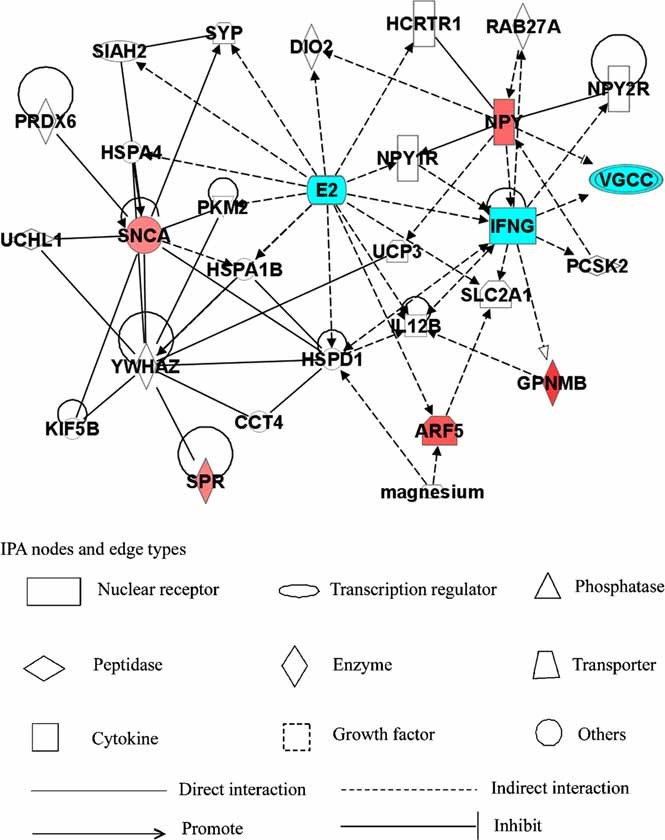
Of nine candidate genes that were highly correlated (*r*^2^ > 0.5) with average BMC (Table 3), a network of five eligible genes (*Snca*, *Spr*, *Npy*, *Arf5*, and *Gpnmb*) was shown in Ingenuity pathway analysis (IPA). Well-known pathways related to bone metabolism are highlighted in green .

#### Real-time quantitative PCR (qPCR) analyses

qPCR analyses of the top three candidate genes in Table 3 using RNA from femurs confirmed the strong correlation between gene expression and bone mass and strength phenotypes (Table 4). The correlation coefficients for *α-synuclein* (*Snca*), *sepiapterin reductase* (*Spr*), and *neuropeptide Y* (*Npy*) between microarray and qPCR analyses were 0.87, 0.87, and 0.91, respectively, indicating good agreement between the two methods. The whole-femur RNA comes from a variety of different types of cells, and thus we cannot be sure that the gene-expression changes originated from bone cells. To address this problem, we cultured primary osteoblasts from rat calvaria and performed qPCR analysis of gene expression for the three candidate genes. 

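Genes of several blood cell lineages differed between NP.P and NP femurs. All 21 measured erythroid genes had positive differences of NP.P from NP rats, with a median log2 difference of 0.21 (list test, adjusted p = 1.41e-12 with limma's camera; adjusted p = 0.0528 with an estimated correlation). They included Hemgn, a nuclear protein of erythroid progenitors (0.28, standard error 0.06, adjusted p = 0.0321), and Fech, the last enzyme of heme synthesis (0.25, standard error 0.06, adjusted p = 0.073). Of the 21, 3 passed the test as single genes and 13 did when adjusted over the list alone. The 9 measured genes of megakaryocytes and platelets had negative differences, with a median of -0.44 (adjusted p = 9.82e-11; adjusted p = 0.0528 with an estimated correlation), and 5 of them passed as single genes (8 adjusted over the list alone), Treml1, a receptor of platelet granules, among them (-0.40, standard error 0.11). The 8 measured MHC class II genes had a median of -0.45 (adjusted p = 1.2e-06; adjusted p = 0.0539 with an estimated correlation), and 4 were lower as single genes and also when adjusted over the list alone, such as RT1-Ba (-0.77, standard error 0.15) and RT1-Da (-0.52, standard error 0.11). All 9 B lymphoid genes had negative differences, median -0.40, with Ms4a1, the CD20 antigen (-0.53, standard error 0.12), and Cd79b of the B cell receptor (-0.53, standard error 0.14) among the 3 that passed (8 adjusted over the list alone; list, adjusted p = 6.8e-07, and adjusted p = 0.14 with an estimated correlation). All 10 granulocyte genes did as well, median -0.36, with Lcn2, a granule protein (-0.35, standard error 0.09), among the 2 that passed (9 adjusted over the list alone; list, adjusted p = 1.2e-06, and adjusted p = 0.152 with an estimated correlation).

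The T and NK lymphoid and the macrophage lists also tested lower, with medians of -0.35 and -0.11 and adjusted p values of 0.0248 and 0.00978. With an estimated correlation these were adjusted p = 0.17 and adjusted p = 0.337. As single genes 0 of 6 and 1 of 13 members passed, and 2 and 5 were lower when adjusted over the list alone. The adipocyte list, with a median of 0.17 and Adipoq, the adiponectin gene, at 0.69 (standard error 0.15), tested higher (adjusted p = 6.56e-05; adjusted p = 0.113 with an estimated correlation), with 3 of 9 members past the threshold and 5 when adjusted over the list alone. Cell division genes tested higher as well, with a median of 0.13, 1 of 20 past the threshold and 4 when adjusted over the list alone (list, adjusted p = 1.37e-04, and adjusted p = 0.264 with an estimated correlation); that gene was Mki67, a proliferation marker (0.23, standard error 0.06). Skeletal muscle genes had a median of 0.17 with none of 15 past the threshold (list, adjusted p = 0.00978, adjusted p = 0.606 with an estimated correlation, and adjusted p = 0.24 without NP replicate 5). Bone and cartilage lists did not pass between NP.P and NP rats, with medians of -0.03 for 23 osteoblast and bone matrix genes (adjusted p = 0.735), 0.04 for 11 osteoclast genes (adjusted p = 0.425) and 0.11 for 17 cartilage genes (adjusted p = 0.425); the 10 endothelial genes had a median of -0.08 (adjusted p = 0.187; adjusted p = 0.0884 with all probe sets of the listed genes, where it passed). No member of these 4 lists passed over all probe sets, and adjusted over the list alone 1 osteoblast gene was lower and 1 osteoclast gene higher. Between P.NP and P rats 8 of the 22 lists passed but none did with an estimated correlation. Erythroid genes had a median of -0.10 there (adjusted p = 7.27e-04; adjusted p = 0.447 with an estimated correlation). Cartilage genes had a median of 0.34 (adjusted p = 0.0253; adjusted p = 0.697 with an estimated correlation), and without P replicate 2 their direction turned and the adjusted p was 0.409. Without NP.P replicate 4 the single-gene calls of Hemgn, Fech, Treml1, RT1-Da, Ms4a1, Cd79b, Lcn2, Adipoq and Mki67 were lost. Their adjusted p values were then 0.111, 0.183, 0.216, 0.114, 0.137, 0.211, 0.211, 0.114 and 0.168. All these calls also ended without NP.P replicate 2. Those of Cd79b, Treml1, Lcn2, Fech and Mki67 ended without any 1 of 9, 8, 7, 7 and 6 arrays. Hemgn, Fech and Mki67 also lost theirs after quantile normalization.

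**Figure D1:**
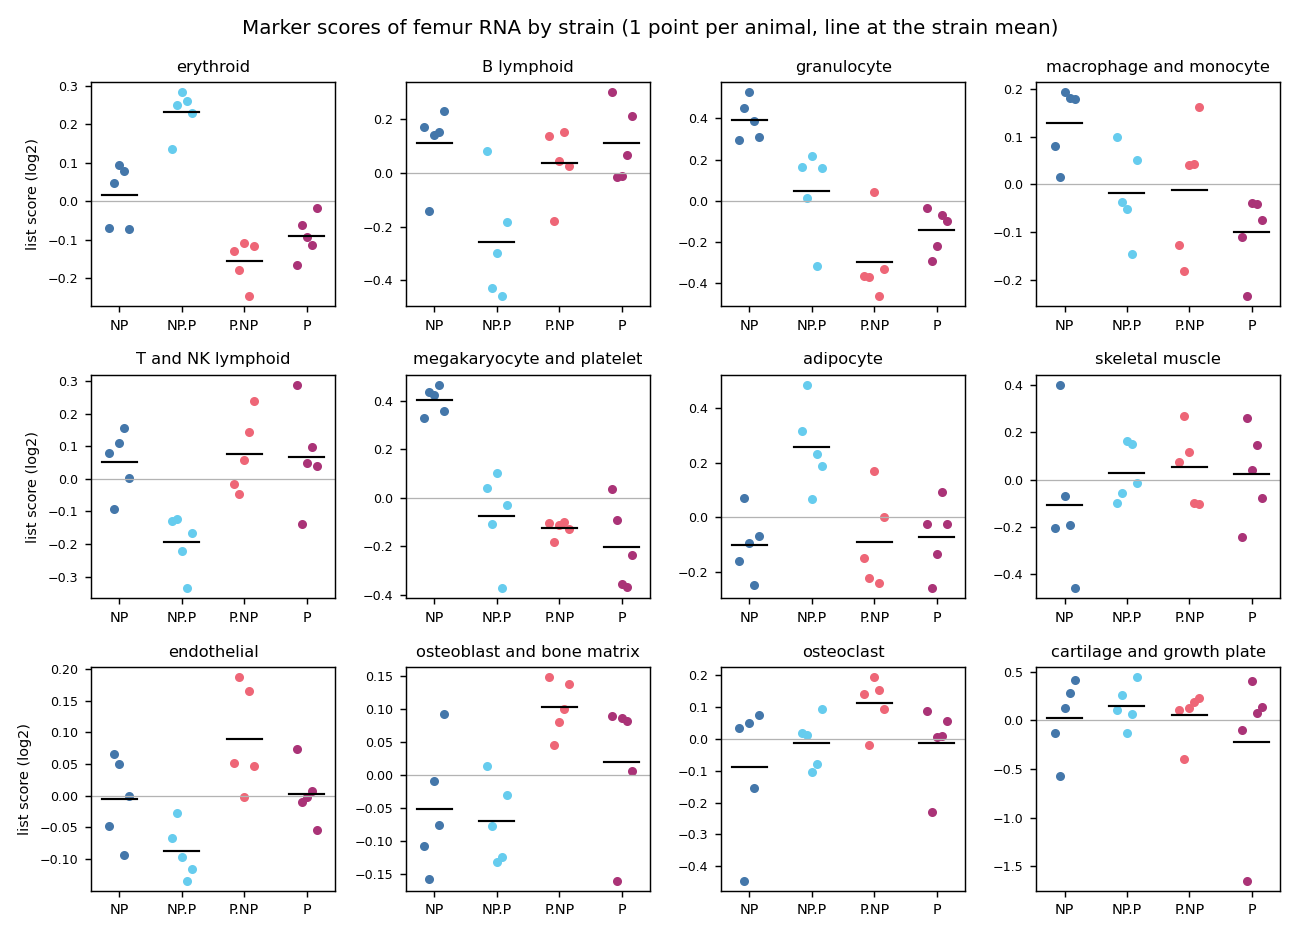
Score of 12 cell type marker lists in femur RNA, the mean over the list's genes of each log2 signal minus its mean over the 20 arrays, for NP, NP.P, P.NP and P rats; each point is 1 animal and each line the mean of 5 animals. Erythroid scores run from 0.14 to 0.28 in NP.P rats and from -0.07 to 0.09 in NP rats, and 1 P rat has a cartilage score of -1.65.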

We observed similar correlations between gene expression and bone phenotypes, suggesting that osteoblastic cells are the main regulators for bone mass and strength in these rats.

**Table 4:** R-square values and fold-change for top 3 candidate genes in femur and primary osteoblast by q-PCR in NP, NP.P, P.NP and P rats^a^^b^

		Skeletal phenotypes												Fold change			
			
Gene symbol	Gene name	Average BMC	Whole body BMC/BW	Cranial BMC/BW	Femur BMC/BW	L1-6 BMC/BW	Whole body aBMD	Cranial aBMD	Femur Midshaft Total vBMD	Distal Femur Total vBMD	L5 Total vBMD	Femur Ultimate Force	Femur Neck Ultimate Force	NP vs P	NP vs NP.P	P vs P.NP	NP.P vs P.NP
Femur																	
Snca	Synuclein, alpha	**0.93**	**0.98**	**0.76**	**0.99**	**0.97**	**0.98**	**0.80**	0.48	**0.62**	**0.57**	**0.81**	0.48	2.0	1.4	0.8	1.2
Spr	Sepiapterin reductase	**0.88**	**0.94**	**0.63**	**0.98**	**0.96**	**0.92**	**0.69**	0.37	**0.61**	**0.56**	**0.71**	0.48	2.3	1.4	0.9	1.5
Npy	Neuropeptide Y	**0.90**	**0.96**	**0.65**	**0.99**	**0.98**	**0.93**	**0.74**	0.44	**0.69**	**0.64**	**0.68**	**0.56**	2.1	1.3	0.9	1.4
Primary osteoblast																	
Snca	Synuclein, alpha	**0.71**	**0.76**	**0.61**	**0.70**	**0.77**	**0.68**	**0.82**	**0.84**	**0.98**	**0.98**	0.34	**0.96**	2.2	1.0	0.6	1.3
Spr	Sepiapterin reductase	**0.68**	**0.64**	**0.96**	**0.57**	**0.54**	**0.72**	**0.86**	**0.75**	0.38	0.37	**0.80**	0.29	0.5	0.6	1.6	1.3
Npy	Neuropeptide Y	**0.54**	**0.59**	0.44	**0.53**	**0.61**	**0.50**	**0.68**	**0.80**	**0.96**	**0.98**	0.18	**0.98**	1.3	0.9	0.8	1.1

a Genes correlated *r*^2^ > 0.50 are indicated in bold face

^a,b^P allele is high bone mass expressing genotype

#### Cis- and trans-regulated genes

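Where a probe set of the QTL region differed with the P segment on one background, the other background mostly showed the same direction. Against NP rats, NP.P rats had higher log2 signals of Akr1b8, an aldo-keto reductase (by 1.04, standard error 0.11, adjusted p = 1.8e-06, limma), Mest, an imprinted gene of fetal growth (by 0.50, standard error 0.06, adjusted p = 2.0e-05), Gng12, a G protein subunit (0.74, adjusted p = 0.00214), and Aqp1, the red cell water channel (0.36, adjusted p = 0.00336), and lower signals of Gimap5, a GTPase of lymphocyte survival (-0.64, standard error 0.09, adjusted p = 8.3e-05), Tmem176b, a membrane protein of antigen-presenting cells (-0.49, adjusted p = 0.00144), and Gp9, a platelet glycoprotein (-0.51, adjusted p = 0.00501). In the reciprocal comparison, P.NP rats, which carry the NP segment, had lower signals than P rats of Akr1b8 (-0.65, standard error 0.11, adjusted p = 0.00143), Nt5c3a (-0.63, standard error 0.07, adjusted p = 4.36e-06), Cyren, a regulator of DNA end joining (-0.84, standard error 0.16, adjusted p = 0.00321), and Dgki, a diacylglycerol kinase (-0.63, adjusted p = 0.0255), and higher signals of Pyurf (0.35, adjusted p = 0.007), Wdr91, an endosomal protein (0.50, adjusted p = 0.0143), and Gimap5 (0.36, adjusted p = 0.0255). Past the threshold, 27 probe sets were higher and 20 lower in NP.P than in NP rats, and 5 were higher and 15 lower in P.NP than in P rats. The 13 probe sets called in both comparisons were of Ghrhr, Akr1b8, Hoxa5, Mest, Nt5c3a, Wdr91, Zfp212, Gimap5, Cyren, Tmem140, Ezh2, Tia1 and Kel. Those of Ghrhr, Zfp212, Ezh2 and Kel are not the probe sets at which these genes were read, where Ghrhr (adjusted p = 0.681 in NP.P and 0.528 in P.NP rats) and Zfp212 (adjusted p = 0.651 and 0.824) passed in neither comparison, Ezh2 did not pass in NP.P rats (0.02, adjusted p = 0.929) and Kel did not in P.NP rats (adjusted p = 0.111). For 12 of the 13 probe sets the P segment had the same direction of effect on both backgrounds, and Tia1, an RNA-binding protein, was lower in both congenic strains (-0.34 in NP.P and -0.39 in P.NP rats). Strain sequence variants under single probes could also give a shared direction and were not weighed for the region. For probe sets called between NP.P and NP rats, others of the same gene had the same sign in 23 of 26 cases and the opposite sign in 3. Of the 47 probe sets called between NP.P and NP rats, 40 (85.1%, exact 95% interval 71.7 to 93.8) had the same sign of the P segment's effect on the P background, which shares no array with the first comparison; probe sets of one region are not independent. Read the other way, 18 of 20 did, while 56% of all 384 region probe sets and 57.4% of the 312 probe sets called outside the region did. With adjustment over the probe sets inside and outside the region together, 5.47% of region probe sets and 2.3% of those outside passed between NP.P and NP rats (odds ratio 2.46, 95% interval 1.48 to 3.88), and 1.56% and 0.0945% between P.NP and P rats (odds ratio 16.8, 95% interval 5.19 to 47.6).

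The 47 probe sets became 31 without NP replicate 1, 29 without NP.P replicate 2 (96.6% with the same direction), 31 without NP.P replicate 4, 31 with no filter or at a false discovery rate of 5%, 29 in a fit of NP and NP.P arrays alone and 26 with the methods' t-test; the 20 became 12 without P.NP replicate 2 or at 5%. Mest in P.NP rats (-0.21, adjusted p = 0.0812) and Tia1 lost their calls without several single arrays, at the highest with adjusted p values of 0.18 for Mest without P replicate 3, and 0.185 and 0.135 for Tia1 without NP.P replicate 4 and P replicate 3, and Wdr91 lost its call in NP.P rats without NP replicate 1 (adjusted p = 0.128) or NP.P replicate 2.

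**Figure D2:**
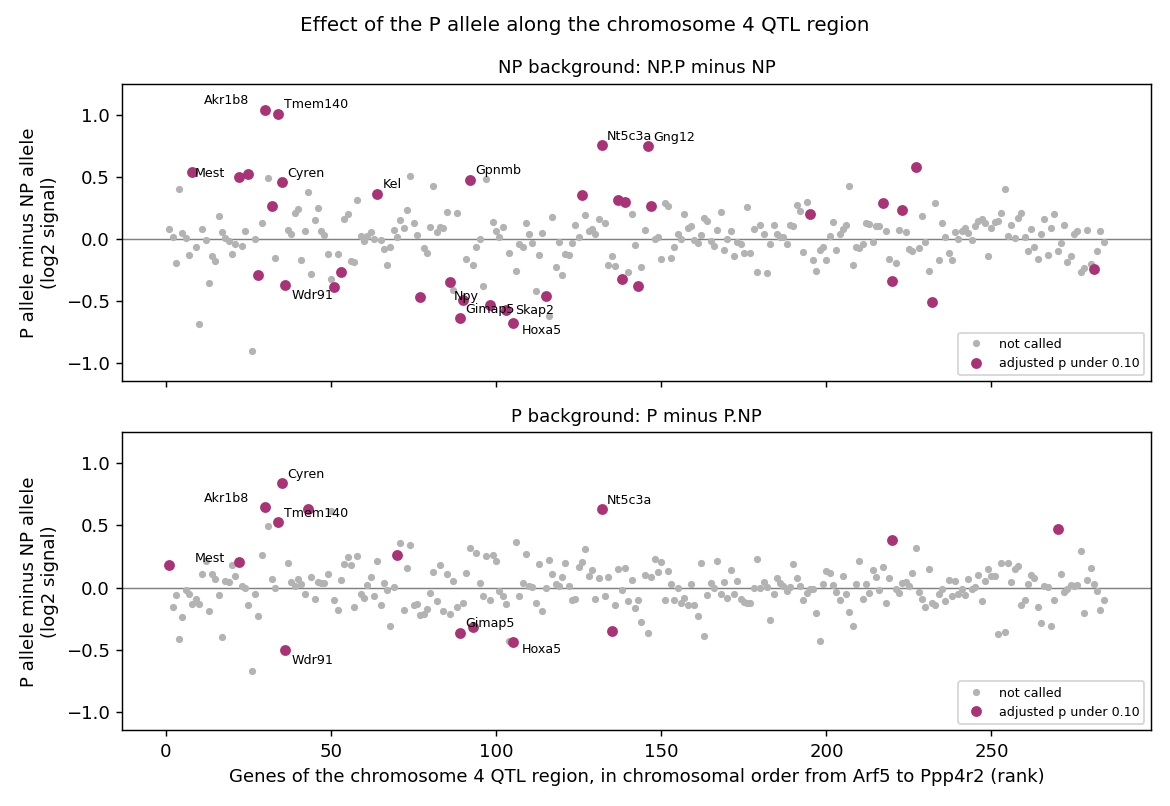
Difference in log2 signal between the P and the NP segment for the 284 tested genes of the chromosome 4 QTL region in chromosomal order from Arf5 to Ppp4r2, on the NP background (NP.P minus NP, upper panel) and on the P background (P minus P.NP, lower panel); large points passed an adjusted p of 0.10 in limma, and each point rests on 5 against 5 animals. Akr1b8 lies at 1.04 in the upper panel, and Nt5c3a, Tmem140, Hoxa5 and Gimap5 lie on the same side of 0 in both panels.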

The preceding analyses focused on *cis*-regulated genes, that is, genes within the QTL region that were differentially expressed (Table 3). We also evaluated *trans*-regulated genes by comparing differentially expressed genes between inbred (NP and P) and their corresponding congenic (NP.P and P.NP) rats. 

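Outside the QTL region, some genes of red cells were higher and some genes of platelets, granulocytes and antigen presentation lower in NP.P than in NP femurs. Of the lists fixed for these cells, the erythroid, megakaryocyte and platelet, and MHC class II lists passed with an estimated correlation and the granulocyte list did not, and 3 of 21 erythroid, 5 of 9 megakaryocyte and platelet, 4 of 8 MHC class II and 2 of 10 granulocyte genes passed as single genes; these lists were tested whole, and Gp9, one of the 5 platelet genes, lies in the region. Slc25a37, the mitochondrial iron importer of erythroblasts, was higher by a log2 difference of 0.36 (1.28-fold, adjusted p = 0.0206, limma), and Xpo7, a nuclear exporter of maturing red cells, by 0.42 (1.34-fold, adjusted p = 0.00907). Ppbp, a platelet chemokine, was lower by 1.82-fold (-0.87, standard error 0.12, adjusted p = 0.00388), as were Clec1b, a platelet receptor (-0.84, standard error 0.15), and F5, coagulation factor V (-0.58, standard error 0.09). Mcpt8, a basophil protease (-0.86), and Fcnb, a ficolin of granulocytes (-0.51), were also lower. RT1-Db1, an MHC class II chain, had a signal of 1091 ± 52.4 (SD, n = 5) in NP and 719.6 ± 54.4 in NP.P rats (-0.60, standard error 0.08, adjusted p = 0.00179, limma), and Cd74, the MHC class II invariant chain, was lower by 1.49-fold (-0.57, standard error 0.10). Another probe set of RT1-Db1 did not pass (-0.53, standard error 0.31, adjusted p = 0.487, limma). Between the P and NP backgrounds these probe sets were called in opposite directions, 0.46 at the one read and -2.15 at the other. The mean erythroid score of the arrays was 0.23 ± 0.06 (SD, n = 5) in NP.P and 0.02 ± 0.08 in NP rats, the megakaryocyte and platelet score -0.07 ± 0.19 and 0.40 ± 0.06, and the granulocyte score 0.05 ± 0.22 and 0.39 ± 0.10.

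Ptgfrn, a negative regulator of prostaglandin F receptors, had a signal of 1082 ± 73.2 in NP, 1589 ± 74.6 in NP.P, 1796 ± 131 in P.NP and 1721 ± 154 in P rats, so that the higher value of NP.P rats (0.56, standard error 0.07, adjusted p = 0.00179, limma) lay near those of both strains on the P background. Otub2, a deubiquitinase, was higher by 0.35 (standard error 0.07, adjusted p = 0.0366) and Dnajb2, a cochaperone, by 0.25 (standard error 0.06, adjusted p = 0.0504) in NP.P rats. Bnip3l, a mitophagy receptor needed for red cell maturation, had a difference of 0.18 (standard error 0.07, adjusted p = 0.26), Rig1, an RNA sensor, of -0.39 (standard error 0.13, adjusted p = 0.169), and F13a1, the A subunit of coagulation factor XIII, of -0.30 at the probe set read (adjusted p = 0.178) and -0.44 at another (standard error 0.10, adjusted p = 0.0504). Mylk3, a myosin light chain kinase of heart muscle (1.63, 3.09-fold, adjusted p = 8.17e-04), Clic2, a chloride channel protein (1.06, adjusted p = 0.00388), Tinagl1, a matrix protein (0.59), Ypel5 (0.46), Arhgef37 (0.44), Klhl12 (0.35) and Alox15, a lipoxygenase (0.63), were higher, and Npas2, a circadian transcription factor (-1.06), Nrgn (-0.64) and Cdc42ep1 (-0.55) were lower. The effect of the P segment differed between the backgrounds for Mylk3 (interaction -2.12, adjusted p = 0.00183), Clic2 (-1.34, adjusted p = 0.0137), Ptgfrn (-0.62, adjusted p = 0.0167) and RT1-Db1 (0.59, adjusted p = 0.0377). In all, 101 probe sets were higher and 211 lower of 13751 tested outside the region, and each of the 20 genes named by rank kept its call without any single array. The count was 113 without NP replicate 1, 151 without NP replicate 3, 187 without NP replicate 4, 113 without NP replicate 5, 75 without NP.P replicate 2, 30 without NP.P replicate 4 and 144 without NP.P replicate 5, and Dnajb2 lost its call without NP.P replicate 2 (adjusted p = 0.124), NP.P replicate 4, NP replicate 1 or NP replicate 3. It was 83 with no filter, 87 at a false discovery rate of 5%, 10 in a fit of NP and NP.P arrays alone and 6 with the methods' t-test (1519 at its unadjusted p under 0.05), and, in alternatives chosen after the data were seen, 190 with the beta-actin 3' to 5' ratio and 0 with 4 marrow scores as covariates, members of the 4 lists included. With list members left out, 4 random scores took the count from 272 to a median of 6 (5th percentile 0). The fall to 0 is therefore not specific to the marrow scores. Over the called probe sets outside the 4 lists, the median difference stayed at 0.41 with the ratio and went to 0.20 with the marrow scores. Relative to the main fit, the standard error was 1.13 times as large with the ratio and 2.18 times with the marrow scores.

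**Figure D3:**
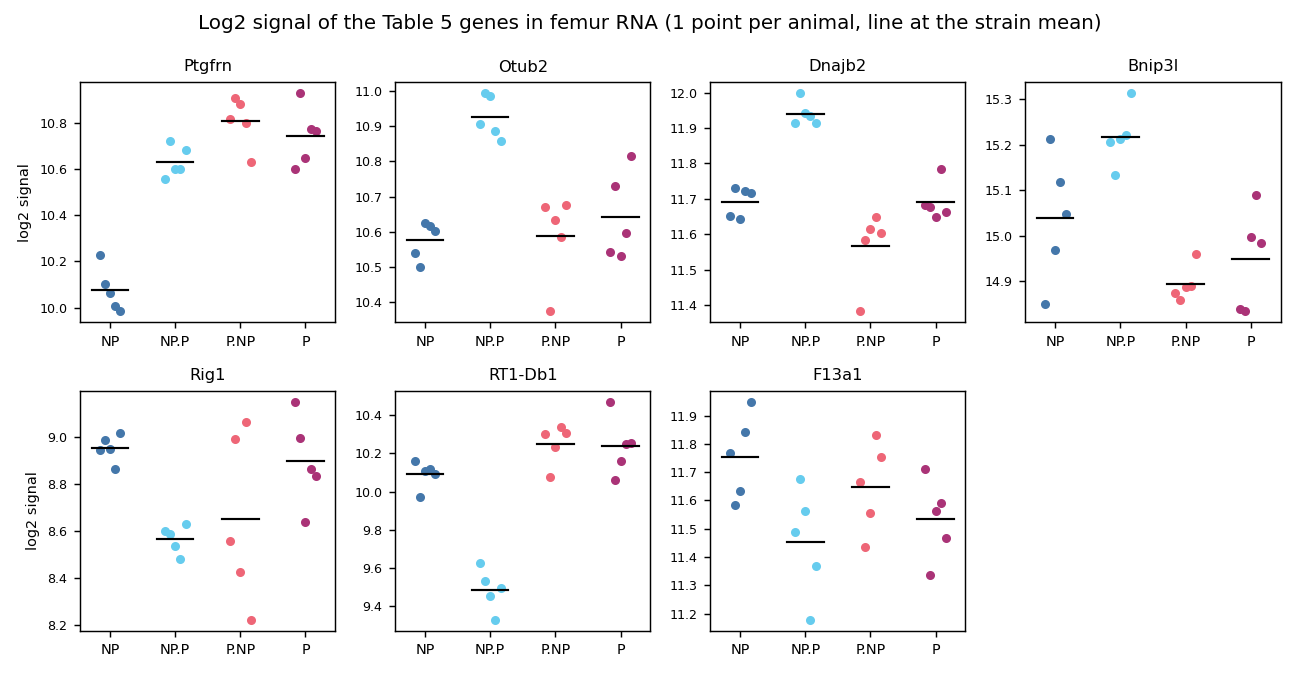
Log2 signal of the 7 genes of Table 5 in femur RNA of NP, NP.P, P.NP and P rats, each read at its probe set with the highest mean; each point is 1 animal, each line the mean of 5 animals, and the vertical axes differ between genes. The mean of Ptgfrn is 10.08 in NP and 10.63 in NP.P rats, and that of RT1-Db1 10.09 and 9.49.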

A total of seven genes outside the QTL region (*trans*-) were differentially expressed between NP and NP.P rats at FDRs of less than 10% (Table 5). 

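A few genes outside the QTL region differed between P.NP and P femurs. Ucp3, a mitochondrial uncoupling protein of muscle, was 3.23-fold higher in P.NP rats (log2 difference 1.69, standard error 0.27, adjusted p = 0.0195, limma), Angptl4, an inhibitor of lipoprotein lipase, 3.08-fold higher (1.62, standard error 0.27, adjusted p = 0.0268) and Sult1a1, a sulfotransferase, 2.67-fold higher (1.42, standard error 0.22, adjusted p = 0.0195). Ccn5, a matricellular protein, was higher by 0.61 (adjusted p = 0.0312). Stfa2l2, a cystatin of granulocytes (-0.88, standard error 0.12, adjusted p = 0.013), Slc16a6, a monocarboxylate transporter (-0.37, adjusted p = 0.0312), and Sox6, a transcription factor of cartilage and erythroid cells (-0.64, adjusted p = 0.0662), were lower. Pdk4, a kinase that restrains glucose oxidation, had a difference of 1.89 with an adjusted p of 0.102. The effect of the segment differed between backgrounds for Stfa2l2 (interaction 1.50, adjusted p = 0.0011), Sult1a1 (-1.92, adjusted p = 0.0123), Slc16a6 (0.49, adjusted p = 0.0327) and Angptl4 (-1.72, adjusted p = 0.0865). In all, 5 probe sets were higher and 6 lower, for 10 genes, of 13751 tested outside the region. The count was 22 without P.NP replicate 1, 7 without P replicate 2 or P replicate 5, 31 with the stricter filter, 32 with a mean-variance trend, and 0 both in a fit of P and P.NP arrays alone with limma and with the methods' t-test (983 at its unadjusted p under 0.05). Sox6 lost its call without 11 of the arrays (adjusted p = 0.235 without P.NP replicate 5), Slc16a6 without P replicate 5 (adjusted p = 0.134) or P replicate 2, and Ccn5 without P replicate 3 (adjusted p = 0.119), and Pdk4 passed with the stricter filter (adjusted p = 0.0427). The GAPDH 3' to 5' ratio was higher in each P array (1.11 to 1.15) than in each P.NP array (1.07 to 1.10), and RNA quality was not tested as a cause of these differences.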

No *trans*-regulated genes were identified in the comparison of P with P.NP rats.

**Table 5:** Trans-regulated genes between NP and NP.P rats with a false discovery rate (FDR) less than 10%^a^

Gene symbol	Gene name	Fold change	*p*-value	FDR	Rat genome location
Ptgfrn	Prostaglandin F2 receptor negative regulator	1.47	0.00001	0.04	2q34
Ddx58	DEAD (Asp-Glu-Ala-Asp) box polypeptide 58	−1.31	0.00001	0.03	5q22
Otub2	OTU domain, ubiquitin aldehyde binding 2	1.27	0.00001	0.04	6q32
DnaJ	Hsp40 homolog, subfamily B, member 2	1.19	0.00001	0.03	9q33
Bnip3l	BCL2/adenovirus E1B 19 kDa-interacting protein 3-like	1.11	0.00005	0.08	15p12
F13a	Coagulation factor XIIIa	−1.36	0.00005	0.08	17p12
RT1-Db1	RT1 class II, locus Db1	−1.52	0.00002	0.04	20p12

a P allele is high bone mass expressing genotype.

## Discussion

Our results demonstrated that transfer of the NP chromosome 4 QTL (q22–q34) onto the P background (P.NP) significantly increased body weight but decreased BMD at several skeletal sites. Conversely, transfer of the P chromosome 4 QTL onto the NP background (NP.P) significantly decreased body weight but increased bone density at the same skeletal sites, indicating that the chromosome 4 QTL harbors a gene or genes that affect bone mass and structure. In addition, we identified several candidate genes, including some novel genes located within the 4q22–q34 QTL region, that are differentially expressed and strongly correlated with skeletal phenotypes in congenic P and NP rats. We also confirmed the top three candidate genes (*Snca*, *Spr*, and *Npy*) by qPCR.

Recently, there has been considerable interest in a link between brain and bone. Several studies have shown that hormones produced in the brain regulate bone mass through neuroendocrine pathways.(23–25) Interestingly, two of the top candidate genes (*Snca* and *Npy)* identified in this study were found to be differentially expressed not only in bone cells but also in brain tissue,(19,30–32) indicating a possible link between neuronal signaling and skeletal regulation of bone mass in these rats. *Snca* has been shown to be associated with alcohol preference in rats(19) and with craving in alcoholics,(20,21) as well as with upregulation matrix mineralization in the human osteosarcoma cell line.(22) Interestingly, *Npy* affects body weight, alcohol preference, anxiety, and bone mass and strength. The effect of *Npy* on BW regulation was demonstrated by several studies in mice,(26,27) with high expression of *Npy* resulting in increased BW. A null mutation in *Npy* increased alcohol preference in mice,(28,29) and lower levels of *Npy* expression in discrete brain regions in P rats was associated with higher alcohol consumption.(30,31) Furthermore, there is an association between the decreased level of neuropeptide Y and increased anxiety in P rats,(33) and transfer of the P chromosome 4 QTL onto the NP background caused increased anxiety in NP.P rats compared with NP rats (unpublished data). Several studies have demonstrated that neuropeptide Y regulates bone mass by an apparent neuronal pathway.(34,35) Mice with impaired *Npy* signaling had higher cortical and trabecular bone mass at different skeletal sites.(36–38) In humans, a common polymorphism in leucine 7 to proline 7 in prepro-*Npy* gene (Leu7Pro7) was found to be associated with alcohol dependence(39,40) and higher femoral neck BMD in postmenopausal women.(41) In addition, neuropeptide Y–receptor genes are associated with alcohol dependence and withdrawal phenotypes.(42) All these studies suggest that neuropeptide Y falls within a common genetic pathway affecting bone mass, body weight, anxiety, and alcohol preference.

It is well established that increased physical activity is associated with decreased BW(43) and higher bone mass in humans.(44) However, the effect of activity is mostly restricted to weight-bearing skeletal sites,(45) and non-weight-bearing sites such as the cranium are not strongly affected. Consequently, the variation in bone mass at the cranium is more likely to be related to genetic factors rather than the biomechanical effects of activity. We found that P rats were more active than NP rats, and transfer of the P chromosome 4 onto the NP background made NP.P rats more active than NP rats. In addition, we found that P rats had higher BMD than NP rats at several different skeletal sites, and transfer of the P chromosome 4 onto the NP background decreased bone mass in NP.P rats at the same sites, suggesting that activity level might influence the BMD in P, NP and congenic rats. The correlation coefficients between activity and whole-body aBMD, L_1_–L_6_ aBMD, femur midshaft total vBMD, distal femur total vBMD, and L_5_ total vBMD were 0.97, 0.88, 0.61, 0.68, and 0.65, respectively. These results suggest that the biomechanical effects of activity play some role in the regulation of bone mass in these rats. We also looked at bone density in the cranium to evaluate genetic influences that are independent of weight bearing. We detected significantly higher BMD values in the crania of P rats compared with NP rats, and transfer of the QTL region in both directions (NP.P and P.NP) was associated with significantly increased or decreased bone mass in the cranium compared with the background strains (NP and P). These findings suggest a direct genetic effect on bone density, independent of the biomechanical effects caused by alterations in activity levels.

Since the BWs of P, NP, and the congenic rats were significantly different and negatively correlated with BMD at different skeletal sites, we normalized some of the bone-mass phenotypes by BW to allow comparisons among the strains. The normalized phenotypes included several BMC measurements (bone mass) and polar moment of inertia (bone size). While it is quite reasonable to normalize measures of bone mass or size by BW, we recognize that such normalization could bias our results by creating composite phenotypes that do not represent true bone traits. Therefore, we were careful to compare the normalized BMC measurements with the vBMD measures taken from pQCT. We found that the normalized values of BMC correlated well with the vBMD values across different skeletal sites, suggesting that the normalization method did not distort these skeletal phenotypes.

In this study we used young (4-week-old) rats rather than adult rats (26 weeks old) in the gene-expression study because gene expression is substantially suppressed in the mature skeletons in adult rats. We targeted a rapid skeletal growth phase so that the gene expression should reflect the accrual of bone toward peak bone mass obtained at 26 weeks and for which we detected QTLs. Among nine candidate genes that were highly correlated with bone phenotypes at multiple skeletal sites, a genetic network of five eligible genes (*Snca*, *Spr*, *Npy*, *Arf5*, and *Gpnmb)* was associated with direct or indirect pathways controlling cell morphology, cell proliferation, integrin signaling, cellular organization, receptor signaling, molecular transport, and organ development (Fig. 1). Genes in the canonical pathways (network generated in the IPA and known pathways that were associated with metabolism or signaling) were related to serotonin and dopamine receptor signaling, protein kinase C inhibitor and integrin-mediated signaling, folate biosynthesis, and arginine and proline metabolism. When these genes were categorized based on location or cellular components *Snca*, *Spr*, and *Arf5* were located in cytoplasm, whereas *Npy* and *Gpnmb* were located in the plasma membrane. Interestingly, we detected several pathways directly or indirectly related to the candidate genes we obtained from this study with the genes already reported to be related to bone metabolism (highlighted in green). Among them, the pathway related to *β-estradiol* (*E2*) has been shown extensively to regulate bone density and turnover.(46–48) *Interferon-γ* inhibits osteoclastogenesis,(49) and *voltage-gated calcium channel* pathway is essential for chondrocyte proliferation and differentiation(50) and mediates mechanical load–induced bone formation.(51) Gremlin 1 interacts with tyrosine 3-monooxygenase/tryptophan 5-monooxygenase activation protein (YWHAZ) and acts as an antagonist of the bone morphogenetic protein (BMP) pathway.(52) Identifying the molecular mechanism by which *Npy* regulates estrogen and calcium channel pathways and *Snca* and *Spr* modulate the BMP pathway thus will be valuable for understanding the skeletal homeostasis controlled by these genes. Also, further investigation of bone phenotypes in knockout or transgenic animal models involving these genes will provide important insight for their role in bone-mass regulation. Additionally, gene silencing using siRNA or overexpression of these genes in cell culture systems can be undertaken for functional characterization of these genes.

In this study we prioritized candidate genes by analyzing the microarray-based expression of genes underlying the QTLs at rat 4q22–q34 and correlating them with multiple skeletal phenotypes. In another study using the same method, we investigated the genomic expression for skeletal traits at femoral neck in F344 and LEW strains.(53) Interestingly, we detected two genes, *Spr* and *glycoprotein (transmembrane) nmb* (*Gpnmb)* that were significantly (*r*(2) > 0.50) correlated with skeletal phenotypes in both P/NP congenics and F344/LEW rats. Ranking of the microarray-based candidate genes is usually performed by analyzing the magnitude of expression differences (fold differences) between different strains. However, with complex traits such as osteoporosis, even subtle changes in gene expression could be important, and therefore, a larger expression difference might not necessarily identify the best candidate genes. We believe that the correlation between gene expression and physical traits provides stronger evidence for the association between a gene and a trait.

Most of the genes we identified in this study were *cis*-acting, but we also found some novel *trans*-regulated genes between NP and NP.P rats. However, besides these *trans*-regulated genes, some other potential *trans*-acting genes might be influencing bone phenotypes in these rat strains because the bone parameters were not consistently different between NP and NP.P and between P and P.NP rats for both DXA and pQCT measurements (Table 2). *Cis*-acting polymorphisms are located at or near the gene that exhibits altered expression levels. *Trans*-acting regulation involves polymorphisms within the QTL region that affect gene expression outside the QTL. *Trans*-acting genes can provide unique information about the gene networks influencing complex phenotypes.(54) The role of these *trans*-regulated genes in bone metabolism is yet to be discovered.

In conclusion, using P and NP congenic rats, we demonstrated that several candidate genes, including some novel genes located within rat 4q22–q34, are differentially expressed and strongly correlated with bone density. Among these genes, *Npy* is a likely common genetic modulator for bone density, body weight, activity, and alcohol preference. However, our approach has several limitations. Identification of candidate genes by correlating differential gene expression with the various skeletal phenotypes simply provides us with a list of potential candidate genes for further prioritization. Moreover, gene-expression study based on microarray analysis explains only transcriptional regulation of genes and does not capture the effects of alternative gene splicing, polymorphism in the coding region affecting protein structure and function, or posttranslational modification of proteins. Also, whether the same candidate genes regulate skeletal phenotypes in female rats remains to be determined because we studied only male rats in this study. Further studies involving the molecular mechanism by which the genes identified in this study regulating bone mass thus are necessary for the development of drugs to prevent and treat osteoporosis.

How the deposited data were processed for this re-analysis (not part of the article)

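Femur RNA from 20 rats aged 4 weeks was analysed, 5 each of the NP, NP.P, P.NP and P strains, with 1 Affymetrix Rat Genome 230 2.0 array per animal. The authors analysed the array images with the GCOS 1.2 software and deposited MAS5 signals, which are intensities on a linear scale that they scaled so that the 2% trimmed mean of every array is the same. The paper's own tests used robust multichip average values and detection calls, which were not used here. The table holds 31099 probe sets, of which 57 are controls. Of the 31042 others, 20826 carry 1 gene symbol, 436 several and 9780 none; only those with 1 symbol were named, and 20824 could be placed on a chromosome of GRCr8. The highest signal was 109499, and 190 values under 1 were set to 1 before the log2 transformation. The mean beta-actin 3' to 5' ratio was 2.23 ± 0.12 (SD, n = 5) in NP, 2.03 ± 0.15 in NP.P, 2.22 ± 0.16 in P.NP and 2.13 ± 0.18 in P rats. The first principal component held 20.9% and the second 12.3% of the variance between arrays. Scan and hybridization dates were not used here.

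Probe sets with a mean log2 value at or above the 40th percentile were kept, 384 in the QTL region, 13751 outside it and 4490 without a position. A linear model with 4 strain means was fitted over the 20 arrays with limma 3.58.1 in R 4.3.3, with 16 residual and 2.78 prior degrees of freedom. The tests were the F test over the strains, the contrasts P minus NP, NP.P minus NP and P.NP minus P, the background contrast (both strains on the P background minus both on the NP background), the effect of the P segment and its interaction with the background. P values were adjusted by Benjamini-Hochberg within the QTL region, outside it, over both together, or over all probe sets, as stated with each result, at a false discovery rate of 10%. The QTL region was set by the outermost Table 3 genes on chromosome 4. Genes were read at the probe set with the highest mean. Along each BMC/BW series of Table 2, a trend over the strain means was fitted in limma, and the share of the variation between strain means along that trend was computed with a jackknife standard error.

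The 22 gene lists, of 12 cell types or tissues and of 10 processes or pathways, were tested with limma's camera at its preset correlation of 0.01, and again with the correlation estimated from the arrays. The processes are MHC class II, interferon response, Wnt signalling modulators, BMP and TGF-beta signalling, the GH and IGF axis, tetrahydrobiopterin and monoamine synthesis, the immediate early and heat stress response, hypoxia and glycolysis, autophagy and mitophagy, and cell division. Bmp2, Bmp4, Bnip3, Sost and Tcf7 are each in more than 1 list, and bone itself can express genes of the cell type lists. A score of each list was computed per array as the mean of its genes' centred log2 values. Named genes were every gene of the text, Table 3 or Table 5, the 10 higher and the 10 lower genes with the smallest adjusted p in each comparison, and members of lists that passed; the paper's tables had been seen when this rule was written. The lists, the named gene rule, the filter, the contrasts and these alternatives were set before the data were examined: no filter, a filter at the 60th percentile, quantile normalization, an offset of 21.7 (the 10th percentile) added before the log, a mean-variance trend in limma, a false discovery rate of 5%, fits of 2 strains alone, the methods' unequal-variance test, all of chromosome 4 as the region, all probe sets of the listed genes in the list tests, the replicate number as a block, and each array left out in turn. Python 3.11.15 with matplotlib 3.10.9 drew the figures.

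The analysis was tested on simulated data in which probe sets outside the region were changed between NP.P and NP arrays. Of 100 probe sets changed by 0.5 log2, 56 were recovered, and of 100 changed by 1.0 log2, 87 were; 22 of 165 calls were false, and the other comparison gave 0 calls with limma. In a separate simulation for the lists, 1 of the 22 was called, the list shifted by 0.2. This does not show how often the preset correlation gives false list calls in the real arrays. Estimated correlations there reached 0.57 for B lymphoid and 0.78 for cartilage genes, and false list calls at such correlations were not tested. The phenotypes, the quantitative PCR and the pathway analysis of the paper were not analysed here.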

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

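The split tests and the comparison of probe sets of one gene in this part were chosen before their results were seen, except the count of pairs called at both probe sets; the single animals and interactions below were picked out by fixed rules. Of 624 groups of 5 animals examined, 100 of quality measures and list scores and 524 of gene signals, 34 held an animal far from the other 4 of its strain, and chance gives about 1 in 20.

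In list scores, P replicate 2 was low for cartilage (-1.65, the others from -0.10 to 0.40) and osteoclast genes (-0.23, the others from 0.01 to 0.09), and P.NP replicate 2 was low for cartilage genes (-0.40, the others from 0.11 to 0.23). NP replicate 2 was low for B lymphoid (-0.14) and MHC class II genes (0.41) and high for hypoxia and glycolysis genes (0.0477), P.NP replicate 3 was high for granulocyte genes (0.0405, the others from -0.46 to -0.33) and P replicate 1 low for GH and IGF axis genes (-0.30). NP replicate 2 also stood apart in log2 signals of muscle and metabolic genes, with Pdk4 at 14.22 (the others from 12.62 to 13.04) and Ucp3 at 11.07 (10.06 to 10.24), and of Phex at 10.83 (11.74 to 11.95), RT1-Da at 12.08 and Gstt3 at 8.47. P replicate 2 was low for Gpnmb (13.08, the others from 13.66 to 13.88) and Fam111a (14.75), P replicate 1 for RT1-Bb (3.68) and Hoxa5 (9.06), and P replicate 5 was high for Gclc (12.19), Aqp1 (13.86) and Klf1 (13.66) and P replicate 4 for Dnajb2 (11.78). Among P.NP rats, replicate 1 was low for Wdr91 (9.55), Dnajb2 (11.38) and Nherf1 (10.29), replicate 2 for Slc35b4 (10.80) and replicate 3 for Ghrhr (8.03), Slc39a7 (9.55) and Cyren (8.50), and replicate 5 was high for Add2 (11.03). Among NP.P rats, replicate 5 was low for Ghrhr (8.28), replicate 2 for Ruvbl1 (10.89) and replicate 3 for Igfbp4 (10.52), and replicate 3 was high for Akr1b8 (9.81) and replicate 1 for Npas2 (8.35).

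The effect of the P segment differed between the backgrounds for 59 of 18625 probe sets, 38 with a higher and 21 with a lower effect on the P background; 2 of 100 splits of the arrays gave as many, counting the real one, and the other gave 303, several times the real count, which points to a structure of the samples; a split that mixes the strains can carry differences between them into this contrast. The interaction was -2.12 for Mylk3, -1.92 for Sult1a1, -1.72 for Angptl4, -1.34 for Clic2, -1.11 for Gng12, -0.72 for Alox15, -0.63 for Tinagl1, -0.62 for Ptgfrn and -0.55 for Arhgef37. It was 1.50 for Stfa2l2, 0.84 for Ppbp, 0.73 for Nrgn, 0.72 for Tia1, 0.65 for Fcnb, 0.64 for F5, 0.59 for RT1-Db1 and 0.49 for Slc16a6, and the highest adjusted p of these 17 genes was 0.0865 in limma. The count of 59 depended on single arrays. It was 21 without NP.P replicate 2 and 109 without NP replicate 2, and it moved by over 1.5 times without any 1 of 15 arrays.

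The paper does not report on differences between backgrounds outside the region, where 3077 of 13751 probe sets passed. Over all probe sets, region included, 999 differed between P and NP rats; the paper gives ratios of these 2 strains for its Table 3 genes. Chance can be excluded for the background, since 1 of 100 splits, the real one, gave 3077 and the highest other gave 399. For P against NP rats 2 of 100 splits reached the count, the real one and another with 1450, so chance is excluded by the set limit but a split of the same arrays gave more. Where a gene had other probe sets outside the region, 70.9% of them (1382 of 1949, 95% interval 68.8 to 72.9) had the sign of the called probe set, a share that includes probe sets with differences near 0. Of 686 comparisons with both probe sets called, 578 had the same sign (84.3%, 95% interval 81.3 to 86.9) and 108 opposite signs. A pair called at both probe sets counts from each of them. Distinct pairs are therefore fewer, and both 95% intervals are too narrow. A single difference read by all probe sets of a gene is argued against for the pairs with opposite signs. Strain sequence variants under single probes may lie behind part of the background differences, which stays open: the share of 70.9% is under the 75% set before, that of pairs called at both, looked at after the result was seen, is not.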

How the results depend on the processing

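The cause was not tested for any value that moved here. The count of NP.P against NP outside the region (312) was 83 with no filter, 87 at 5%, 10 in the fit of 2 strains, 6 with the methods' test (1519 unadjusted), and, in alternatives chosen after seeing the data, 190 with the beta-actin ratio and 0 in limma with 4 marrow scores, list members included (0 of 272 without them); the median difference stayed at 0.41 with the first and fell to 0.20 with the second. With 4 random scores in place of the marrow scores, and list members left out, the median count was 6. Within the region (47) the count of NP.P against NP was 31 with no filter, 31 at 5%, 29 in the fit of 2 strains and 26 with the methods' test. P.NP against P outside the region (11) gave 31 with the 60th percentile filter, 32 with the trend, 0 in limma's fit of 2 strains and 0 with the methods' test (983 unadjusted), and within it (20) 12 at 5% and 52 unadjusted. P against NP (999) gave 653 at 5%, 619 in the fit of 2 strains, and 411 with the methods' test (2302 unadjusted). The interaction (59) gave 17 with no filter, 127 with the 60th percentile filter, 115 with the trend and 25 at 5%. The F test of the region (92) gave 196 over all of chromosome 4 and, chosen after seeing the data, 21 with the erythroid score. With an estimated correlation 1 of 9 lists passed for P minus NP, 3 of 10 for NP.P minus NP, 0 of 8 for P.NP minus P and 1 of 11 for the background. With all probe sets of the listed genes 7, 12, 9 and 11 passed: endothelial and autophagy lists were added for NP.P minus NP, osteoclast for P.NP minus P (adjusted p = 0.0758), and for the background cartilage (adjusted p = 0.0958) in place of endothelial genes (adjusted p = 0.235), while for P minus NP cartilage passed (adjusted p = 0.0357) and MHC class II, BMP and TGF-beta, and immediate early genes did not (adjusted p = 0.215).

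With each array left out in turn, the ranges were 30 to 394 for NP.P against NP outside the region and 29 to 53 within it, 7 to 22 and 12 to 25 for P.NP against P, 21 to 109 for the interaction, 6 to 12 for Table 3 genes with a share above 0.5, 79.2% to 96.6% for the shared direction and 4 to 9 for lists of P.NP minus P, whose cartilage list had adjusted p values from 4.5e-04 to 0.409 (without P replicate 2, with the direction reversed). The F test gave 76 to 102 in the region, the background 2653 to 3285 and P against NP 756 to 1237, all within 1.5 times. Over single genes and lists, called or not, leaving out arrays left 5455 cases on the same side of the threshold, ended a call in 205, added one in 39 and reversed 1; quantile normalization left 267, ended 12 and added 6, and the median difference over all probe sets was at most 0.0055 after it in every contrast.

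Arrays of the 4 strains share replicate numbers but no pairing is stated. With the replicate number as a block (replicate block), NP.P against NP gave 340 outside the region, P.NP against P 10, the background 3266 and the interaction 54, no count moved by over 1.5 times, and 9 of 20 arrays correlated best with an array of their own number. After strain means were removed, the correlations of same-number arrays ran from -0.0887 to 0.333. Their median was 0.0230, against -0.00393 for arrays of different numbers. The highest were among the replicate 2 arrays of NP, P.NP and P rats (0.333, 0.299 and 0.262). These arrays have the lowest cartilage score of their strain (-0.57, -0.40 and -1.65) and the lowest second principal component (-38.6, -13.0 and -20.7). These animals share a difference whose cause was not tested. The next highest were those of P replicate 1 with NP.P replicate 1 (0.169) and P.NP replicate 1 (0.108). How many arrays would correlate best with their own number without any pairing was not computed. Processing shared by number was not tested as a cause. The replicate block ended 5 single calls and added 1. Low signals limit the probe sets tested to those above 169.8.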

Differences from the paper's values

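Apart from alternatives marked otherwise, the alternatives here were set before the data were examined. The paper gives 53 differentially expressed genes in the QTL region at a false discovery rate of 10%; 82 genes passed here, with a different filter, other signal values and a region set by the Table 3 genes. The difference closed to within 1.5 times with no filter (66), at 5% (64), with adjustment over all probe sets (76) and without NP replicate 4 (78), NP replicate 5 (75), NP.P replicates 2, 3, 4 and 5 (72, 79, 71 and 76), P.NP replicate 4 (68) and P replicates 1 and 4 (79 and 78), and not with the 60th percentile filter (82), quantile normalization (84), the offset (86), the trend (93), the replicate block (94), all of chromosome 4 (177) or the other arrays left out.

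The paper gives 7 genes for NP.P against NP outside the region, and 298 genes passed here. The fit of 2 strains (10) and the methods' test (6) came within 1.5 times; the 6 probe sets of the methods' test are of Ptgfrn, RT1-Db1, Otub2, Bnip3l, Rig1 and Dnajb2, all genes of the paper's Table 5. The other alternatives did not, with 83 genes with no filter, 426 with the 60th percentile filter, 240 with quantile normalization, 296 with the offset, 397 with the trend, 87 at 5%, 322 with the replicate block, 287 with all of chromosome 4 as the region and 30 to 374 with an array left out.

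For whole-body BMC/BW the paper gives an r-square of 0.63 for Arf5, 0.42 for Bpgm and 0.3 for Add2, where the shares here were 0.200, 0.159 and 0.0535, and under no alternative did these fall within 1.5 times or 1 jackknife standard error of the paper's value. For Foxp1 the paper gives 0.02 and the share was 0.278, more than 1 standard error (0.212) above the paper's value. Without NP replicate 2 (0.17), NP replicate 4 (0.228), P.NP replicate 4 (0.224) or P replicate 1 (0.23) it came within 1 standard error. These values were still several times the paper's, and no other alternative brought the share that close. For Pals2, the paper's Mpp6, the paper gives 0.76 and the share was 0.359, with a standard error of 0.373 that is about as large as the difference; it came within 1 standard error of the paper's value, though mostly still far below it, without NP replicates 4 and 5 (0.501 and 0.415), NP.P replicate 5 (0.43), P.NP replicates 1 and 3 (0.608 and 0.421) or P replicate 2 (0.39) and under no other alternative. Other probe sets, looked at after the values were seen, gave 0.458 for Bpgm, 0.0237 for Foxp1, and 0.791 and 0.745 for Pals2.

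The paper states that no gene differed between P.NP and P rats outside the region; 10 genes passed here, 0 in limma's fit of 2 strains and 0 with the methods' test (983 probe sets unadjusted), 29 with the 60th percentile filter and 30 with the trend. Of the 7 genes of Table 5, Bnip3l, Rig1 and F13a1 did not pass in limma at the probe set read; another probe set of F13a1 passed (adjusted p = 0.0504), and with the methods' test Rig1 passed (adjusted p = 0.0422) and so did another probe set of Bnip3l (adjusted p = 0.0905). Of the Table 3 genes, 10 of 42 did not pass in the region; adjusted over the list alone Gars1 (adjusted p = 0.0516), Cnbp (adjusted p = 0.0394), Bola3 (adjusted p = 0.0471), Ppp4r2 and Pals2 passed, other probe sets of Ghrhr, Sec61a1, Ppp4r2, Pals2 and Ube2h passed, and Fkbp14 and Isy1 passed under neither. The paper ranks Arf5 among the candidate genes most related to BMC, and its share averaged over 4 BMC measures was 0.184 here. Of 126 strain ratios in Table 3, 110 were within 0.1 of those here, and 96 of the 102 ratios that differ from 1 lay on the same side of it.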

Other observations

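Chosen after the strain differences had been seen were the covariate tests of the 2 patterns weighed below; their predictions were written before their own results. P and P.NP femurs, on the P background, differed from NP and NP.P femurs in genes of erythroid cells; lists of cell division and bone matrix genes passed at the preset correlation only. Of 21 erythroid genes 17 were lower on the P background (19 adjusted over the list alone), with a median log2 difference of -0.24 (adjusted p = 4.4e-12 with limma's camera; adjusted p = 0.083 with an estimated correlation), such as Rhag (-0.60), Klf1, an erythroid transcription factor (-0.49), and Rhd (-0.44). Between P and NP rats alone the erythroid median was -0.07, and 1 of 21 genes was lower (2 adjusted over the list alone). The erythroid list there had an adjusted p of 0.00785 with limma's camera and of 0.562 with an estimated correlation. The mean erythroid score was 0.23 in NP.P, 0.02 in NP, -0.09 in P and -0.16 in P.NP rats. Cell division genes were lower on the P background as well, 13 of 20 (16 adjusted over the list alone), such as Mcm3 (-0.38) and Ccnb1 (-0.31). The cell division list had an adjusted p of 3.72e-07, and of 0.313 with an estimated correlation. Osteoblast and bone matrix genes had a median of 0.13, with Postn, periostin (0.45), Phex (0.42), Alpl, tissue alkaline phosphatase (0.32), Bgn, biglycan (0.24), and Col5a2 (0.15) higher, 5 of 23, about the 22.4% of all probe sets outside the region that passed (7 adjusted over the list alone; list, adjusted p = 0.0217, and adjusted p = 0.403 with an estimated correlation). BMP and TGF-beta genes had a median of 0.09 (adjusted p = 0.0419; adjusted p = 0.365 with an estimated correlation), with 4 of 22 higher. Igfbp4, a binding protein of insulin-like growth factors, was lower (-0.50), as were Gch1 (-0.55) and Pts (-0.42) of tetrahydrobiopterin synthesis.

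Single genes with large background differences were Fam111a, a nuclear protease (7.23-fold higher), Pdgfrl (1.14), Tmco3 (1.26), Impa2 (1.01), Gfap (1.47), Rexo4 (1.58), Gstt3 (1.34), Atp10d (1.62), Snx14 (1.42) and Nherf1 (0.89), and Lcn2, lipocalin 2 (13.9-fold lower), Setd1b (-2.81), Uqcc6 (-1.44), Dck (-1.25), Snrpf (-0.95), Sgcb (-3.37), Nrtn (-1.52), Slc39a7 (-1.08) and Cdca3 (-0.71). RT1-Bb was lower on the P background at the probe set read, but its log2 signals of 3.68 to 6.69 in P rats lie under the signal of 169.8 that the filter asks of the mean, so no fold is given, and another of its probe sets was called in the opposite direction. Between P and NP rats, 452 probe sets were higher and 547 lower in P rats, among them Fam111a (8.02-fold), Mga (1.18) and Gclc, an enzyme of glutathione synthesis (0.70), and Lcn2 (15.2-fold), Ppbp (-1.46) and Snx27 (-0.84). Megakaryocyte and platelet genes were lower in P than in NP rats, 8 of 9 (8 adjusted over the list alone), median -0.50 (adjusted p = 1.41e-11; adjusted p = 0.0726 with an estimated correlation). Each single gene of this paragraph, at the probe set read, kept its call without any single array.

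The other lists that passed for the background passed at the preset correlation only: megakaryocyte and platelet (adjusted p = 1.36e-04), adipocyte (adjusted p = 0.0358), B lymphoid (adjusted p = 0.0699), granulocyte (adjusted p = 0.0739), macrophage and monocyte (adjusted p = 0.0722), endothelial (adjusted p = 0.0948) and tetrahydrobiopterin (adjusted p = 0.077) genes, and with an estimated correlation all had an adjusted p of 0.313 or more; without 1 of 11 arrays endothelial genes lost their call (adjusted p = 0.167 without P.NP replicate 2), as did granulocyte and tetrahydrobiopterin genes without 1 of 5 (both adjusted p = 0.123 without P.NP replicate 4), macrophage genes without 1 of 2 (adjusted p = 0.113 without P.NP replicate 1) and B lymphoid genes without P replicate 1. Between NP.P and NP rats the lists of hypoxia and glycolysis (adjusted p = 0.377), autophagy and mitophagy (adjusted p = 0.162, but adjusted p = 0.0548 with all probe sets of the listed genes), tetrahydrobiopterin (adjusted p = 0.243), GH and IGF axis (adjusted p = 0.773), BMP and TGF-beta (adjusted p = 0.88), Wnt (adjusted p = 0.739), interferon (adjusted p = 0.702) and immediate early genes (adjusted p = 0.95) did not pass. Igf2 (0.76) and Gch1 (0.38) were higher in NP.P rats as single genes, and both lost their calls without NP.P replicate 4 or 2 (adjusted p = 0.114 without NP.P replicate 4). Between P.NP and P rats lists of cell division (-0.07, adjusted p = 0.00264), granulocyte (-0.14), interferon (-0.08, adjusted p = 0.0253), immediate early (-0.05, adjusted p = 0.0259), osteoblast (0.06, adjusted p = 0.0753) and macrophage genes (0.10, adjusted p = 0.0848) passed at the preset correlation and had adjusted p values of 0.313 or more with an estimated one; without P replicate 2 the immediate early, osteoblast and macrophage lists had adjusted p values of 0.245, 0.412 and 0.366.

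Chance can be excluded for the strain differences of the region, where 1 of 100 splits, the real one, gave 92 and the highest other 2, and for those over all probe sets (3390, highest other 2). It can also be excluded for NP.P against NP within the region (47, highest other 9), for P.NP against P within it (20, highest other 5) and outside it (11, highest other 2), and for NP.P against NP outside it (312), although another split gave 223.

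The differences of NP.P from NP outside the region may come from a different share of marrow cells. With the erythroid, B lymphoid, granulocyte and megakaryocyte scores as covariates and their genes left out, 0 probe sets passed in limma where 272 had, the median difference of called probe sets went from 0.41 to 0.20 and the standard error rose 2.18 times. Since 4 random scores gave a median of 6 and a 5th percentile of 0, the test leaves open whether cell shares are the cause; the bound written before would have excluded them, and the verdict was changed after the result was seen because no count can lie under 0. Without NP replicate 2, an array with high Pdk4 and Ucp3, 381 passed, which argues against muscle in that sample as the cause. With the beta-actin ratio, 190 passed with a median difference of 0.41 and a standard error 1.13 times that of the main fit. The count lies between the limits set, which leaves RNA quality open.

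Strain differences of the region may partly follow the share of erythroid cells rather than the allele: with the erythroid score as a covariate 21 of 384 probe sets passed where 92 had, under the 5th percentile of 45.9 (median 88.5) with random scores. The median difference of the 92 went from 0.27 to 0.15 between NP.P and NP rats, with 1.67 times the standard error, but from 0.19 to 0.16 between P and NP rats (1.19 times) and stayed at 0.16 between P.NP and P rats (1.08 times), so most of the effect was kept in 2 of the 3 comparisons. The bound written before would have held this explanation, and the verdict was changed to open after the result was seen, because 87% of the score's variance lies between strains, above the 95th percentile of random scores (71.8%), so the covariate also removes strain differences of any other origin. Within strains, 3 of 42 Table 3 genes, Gadd45a, Nt5c3a and Bola3, had a correlation over 0.5 with the score (7.14%, 95th percentile of matched genes 9.52%), and 3, Foxp1, Slc35b4 and Eif4e3, one under -0.5. Both directions together, a count added after these values were seen, made 14.3% of the genes (95th percentile of matched genes 16.7%). Neither count passed the 95th percentile of matched genes outside the region, but both lay above the matched medians of 2.38% and 9.52%. This allows a local effect of the allele alone but does not exclude a part played by the share of erythroid cells.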
